# Comparative transcriptomic analysis of human and *Drosophila* extracellular vesicles

**DOI:** 10.1038/srep27680

**Published:** 2016-06-10

**Authors:** Fabio Alexis Lefebvre, Louis Philip Benoit Bouvrette, Lilyanne Perras, Alexis Blanchet-Cohen, Delphine Garnier, Janusz Rak, Éric Lécuyer

## Abstract

Extracellular vesicles (EVs) are membrane-enclosed nanoparticles containing specific repertoires of genetic material. In mammals, EVs can mediate the horizontal transfer of various cargos and signaling molecules, notably miRNA and mRNA species. Whether this form of intercellular communication prevails in other metazoans remains unclear. Here, we report the first parallel comparative morphologic and transcriptomic characterization of EVs from *Drosophila* and human cellular models. Electronic microscopy revealed that human and *Drosophila* cells release similar EVs with diameters ranging from 30 to 200 nm, which contain complex populations of transcripts. RNA-seq identified abundant ribosomal RNAs, related pseudogenes and retrotransposons in human and *Drosophila* EVs. Vault RNAs and Y RNAs abounded in human samples, whereas small nucleolar RNAs involved in pseudouridylation were most prevalent in *Drosophila* EVs. Numerous mRNAs were identified, largely consisting of exonic sequences displaying full-length read coverage and enriched for translation and electronic transport chain functions. By analogy with human systems, these sizeable similarities suggest that EVs could potentially enable RNA-mediated intercellular communication in *Drosophila*.

Although unprotected RNA molecules display short half-lives in biological fluids such as human serum^1^, circulating RNAs can be stabilized in some circumstances, notably via their incorporation within extracellular vesicles (EVs)^2^,^3^,^4^. EV is an umbrella term referring to membrane-delimited nanostructures released by many eukaryotic and prokaryotic cells^5^. Exosomes, an intensively studied class of small EVs (40–100 nm), arise as intraluminal vesicles in endosomal compartments, while microvesicles, or plasma membrane-shed EVs, tend to be larger (100–400 nm) and are released via an actin-dependent abscission process^5^,^6^. Longly dismissed as cellular debris, EVs currently stand as established intercellular shuttles of genetic material, with functional implications particularly salient in immunology^3^,^7^ and cancer biology^2^,^8^. Transcriptomic studies have revealed complex, cell type-specific extracellular RNA (exRNA) repertoires in EVs from diverse biological fluids and cell lines^9^,^10^,^11^. Tumor-shed EVs can transfer functional transcripts to stromal cells and thus remodel the tumor microenvironment^12^,^13^,^14^,^15^. Intercellular shuttling of miRNA activity has been described in diverse systems^13^,^14^. At least one EV-associated long intergenic non-coding RNA (lincRNA) contributes to tumor progression in a hepatocellular cancer model^12^, while the transfer of EVs containing *GFP* mRNA leads to fluorescent protein expression in recipient endothelial cells^16^. Together, these results emphasize the functionality of diverse exRNA biotypes in various mammalian models.

Recently, increasing characterization efforts have extended our appreciation of exRNA repertoires in multiple biological species. For instance, lipid vesicles released by the Gram-negative bacterium *Vibrio cholerae* contain diverse RNAs enriched for intergenic sequences^17^. Exosome-like structures released by the protozoan *Trypanosoma cruzi* encapsulate large transcript populations dominated by short sequences derived from ribosomal RNAs (rRNA) and transfer RNAs (tRNA)^18^. Meanwhile, a comparative analysis of fungal exRNA identified a predominance of small nucleolar RNAs (snoRNA) and tRNAs in *Saccharomyces cerevisiae*, *Candida albicans*, *Paracoccidiodes brasiliensis* and *Cryptococcus neoformans*^19^. The arthropod *Drosophila melanogaster* stands as a key model organism that has enabled discoveries of paramount importance over the last century. In blastoderm *Drosophila* embryos, a high proportion of mRNAs adopts spatially resolved patterns, accumulating near subcellular structures such as plasma membrane domains^20^,^21^. EVs have been implicated in *Drosophila* larval development, where a pool of the Wnt ligand is released from imaginal discs in association with exosomal membranes^22^,^23^, possibly contributing to dissemination of the morphogenic signal and resulting cell fate and body patterning commitments. Although proteomic analyses have identified several novel factors in EVs purified from *Drosophila* cell cultures^24^, the exRNA repertoire remains, to our knowledge, hitherto unexplored. In this comparative study, we used a uniform experimental pipeline to characterize EVs and define exRNA repertoires in two *Drosophila* and two human cell lines. Our morphologic and transcriptomic observations reveal considerable similarities across EVs from these distant metazoan systems: they contain comparable amounts of RNA largely consisting of short ribosomal sequences, retrotransposons, other non-coding RNAs and mRNA signatures enriched for translational functions.

## Results and Discussion

### Size characterization of human and *Drosophila* EVs

We investigated EVs in two *Drosophila* cell lines, Dm-D17-c3 (D17), derived from third instar larvae haltere discs^25^,^26^, and S2R+, a macrophage-like S2 isolate from a late stage embryo primary culture^27^. Both are semi-adherent cell lines expressing hemocyte markers that are characterized by the activation of diverse survival pathways^28^. In contrast to S2R+, D17 cells are highly motile and can form cell-cell junctions^25^. Since human tumor-shed EVs have received considerable attention, we reasoned that inclusion of such models in our analysis along with *Drosophila* samples would provide instructive comparisons. We opted for the EGFR-driven, epidermoid carcinoma line A431^29^ and the highly differentiated hepatocellular carcinoma line HepG2^30^.

As a first approach to EV profiling, we performed nanoparticle tracking analyses (NTA) using a Nanosight device on cell culture supernatants cleared of floating cells (30 min at 2000 × g). We calculated the total number of particles found in each preparation based on NTA [μ_HepG2_ = (9.01 ± 1.92) ×10^10^; μ_A431_= (8.80 ± 0.76) ×10^10^; μ_D17_ = (6.72 ± 2.2) ×10^10^; μ_S2R+_ =(1.24 ± 0.35) ×10^11^]. The differences found when comparing HepG2 and A431 EV counts (*P* = 0.84, Mann-Whitney), D17 and S2R+ counts (*P* = 0.057, Mann-Whitney) and all four cell lines (*P* = 0.044, Kruskal-Wallis) were not clearly significant (Figure S1). All samples contained nanostructures of heterogeneous size, displaying characteristic Gaussian distributions (0.87 ≤ R^2^_Gaussian_ ≤ 0.91; Fig. 1A). Particle diameters of the two *Drosophila* lines were not significantly distinct from one another [μ_D17_ = 151.0 ± 2.9 nm; μ_S2R +_ = 150.9 ± 3.0 nm; *P* = 0.97, t-test], while human A431 particles were slightly larger than their HepG2 counterparts [μ_A431_ = 238.6 ± 3.4 nm; μ_HepG2_ = 219.3 ± 3.2 nm; *P* = 0.002, t-test]. Most notably, the mean diameters of human particles were significantly larger than those of *Drosophila* samples (*P* = 0.008, one-tailed t-test). Analysis of cell media supplemented with depleted FBS revealed the absence of contaminant particles. Having established that all four cell models release nanostructures, we performed a standard EV differential ultracentrifugation-based purification. Purified EVs from *Drosophila* D17 and human HepG2 cells were analyzed by transmission electron microscopy (TEM), confirming the prevalence of cup-shaped, exosome-like structures (Fig. 1B). Visual inspection of TEM images suggested that disrupted membrane fragments or protein aggregates were generally absent from the preparations. We took advantage of electron micrographs to carry out comparative manual quantifications of EV diameters (Fig. 1C). *Drosophila* D17 EVs displayed a significantly smaller diameter than human HepG2 EVs (μ_D17_ = 47.9 ± 1.8 nm; μ_HepG2_ = 62.8 ± 2.1 nm, *P* < 10^−4^, t-test). Although the size distributions determined by NTA and TEM partially overlapped, we observed a slight discrepancy when comparing the two techniques, with NTA pointing at larger average size than TEM. Indeed, small EVs (<50nm) were abundant in micrographs of HepG2 and especially D17 EVs, but NTA profiles were largely exempt of bodies smaller than 75 nm. It should be noted that uranyl acetate staining can alter EV morphology, likely causing EVs to collapse and present smaller diameter than what would be observed in solution^31^. Furthermore, aggregates formed by several EVs may be interpreted as single particles by the Nanosight instrument, leading to an overestimation of EV diameter distributions in NTA results. We sometimes observed aggregated EVs during TEM analyses in spite of extensive agitation, a feature that likely arises as a consequence of the ultracentrifugation procedure. Aggregation appeared more prevalent in the case of HepG2 than D17 EVs, which may underlie inherent differences in surface properties of EVs, possibly mediated by the expression of specific membrane proteins. HepG2 cells are considerably more adhesive than D17 cells, which are easily detached from plastic surfaces without trypsin. Whether EVs mirror the adhesion properties of their parental cell type is an interesting and seemingly unexplored question.

Discrepancies between NTA and TEM could thus result from morphological alterations induced by sample preparation for TEM, errors in NTA underlying aggregation, inherent limitations of each technique or a combination of these factors. Previous studies have relied on cryo-electron tomography (ET)^32^ to circumvent the artifacts associated with heavy metal staining while assessing aggregation and derive reliable estimates of tridimensional EV diameter. In a future study, it would be interesting to systematically contrast NTA results with TEM and ET estimates of *Drosophila* EV size to yield a more robust comparison. Nonetheless, our TEM and NTA results both indicate that *Drosophila* D17 EVs are smaller than human HepG2 EVs.

### Human and *Drosophila* EVs enclose complex populations of protected small RNAs

We extracted and quantified protein and DNAse-treated RNA from biological triplicates of *Drosophila* S2R+ and D17 EVs, in conjunction with human HepG2 and A431 EVs. We found that all EV samples, collected over a 48 h window, contained ~100–250 μg of protein and ~200–650 ng of RNA (Figure S2). No significant difference was found between the variance of these distributions (*P* = 0.11 and *P* = 0.91, ANOVA). We took advantage of total EV counts determined by NTA and attempted to infer estimates of total protein and RNA mass per EV. This effort was motivated by recent reports showing that miRNA counts per EV are very low, less than one copy per EV on average, raising doubts about the potential functional impact of EV-mediated miRNA transfer^33^. Although the precision of our quantifications are limited by the biases of NTA count estimations, the sensitivity of photometric biomolecule quantification and the inherent heterogeneity of EV size and composition, we found that individual EVs isolated from all cell lines contain ~1–3 femtogram/fg (10^−15^ g) of protein [μ_HepG2_ = 2.61 ± 0.74 fg; μ_A431_ = 2.37 ± 34 fg; μ_D17_ = 2.17 ± 0.77 fg; μ_S2R + _ = 1.29 ± 0.42 fg]. Our calculations indicate that S2R + EVs contain significantly more protein (*P* = 0.0045, Mann-Whitney) than D17 EVs. Individual RNA quantification revealed lower values in the range of attograms/ag (10^−18^ g) that displayed strong variability [μ_HepG2_ = 5.71 ± 2.60 ag; μ_A431_ = 5.83 ± 3.07  ag; μ_D17_ = 4.26 ± 2.07 ag; μ_S2R +_ = 2.57 ± 1.20 ag] (Figure S3). Arithmetic estimates indicate that 1.0 ag of a single-stranded RNA accounts for approximately 37 copies of a molecule containing 50 nt, or 3.7 copies for a 500 nt-long molecule^34^. Although our experimental setup doesn’t enable estimations of specific RNA molecule counts, these NTA results are consistent with the presence of a few dozens of RNA molecules in an average EV for all cell types considered. Whether such amounts are sufficient to drive functional changes in recipient cells upon *in vivo* EV transfers remains unclear.

We next performed an RNAse protection assay, where fresh EV pellets were split in two equal parts, either submitted to an RNAse A treatment followed by RNA extraction or a direct RNA extraction. Only a minor proportion of exRNA was degraded upon RNAse A treatment in all 4 EV types, a difference that was not statistically significant, while parallel treatments of total RNA extracted from HepG2 and D17 cells led to complete degradation (Figure S4). These results are consistent with a topological exclusion of exRNA from the surrounding solution by intact EV lipid membranes. We then conducted bioanalyzer capillary electropheresis on all exRNA and total cellular RNA types to compare their size distributions. Small species ranging in size from 50–250 nt were most prevalent in all exRNA electrophoretic profiles, although signatures of longer transcripts were also present (Figure S5). Human and *Drosophila* exRNA profiles were highly similar and mature 18S and 28S peaks were largely absent of all preparations, in accordance with previous reports^2^,^3^,^19^,^30^.

### Ribosomal RNA and related pseudogenes are predominant in human and *Drosophila* EVs

Morphological and structural similarities shared between human and *Drosophila* EVs led us to investigate exRNA repertoires in both species. We performed RNA-seq on duplicates of *Drosophila* D17 and S2R + exRNA, along with human HepG2 and A431 exRNA. To provide unaltered portrayals of exRNA, we chose not to perform any selection or depletion procedure prior to sequencing. To enable comparisons with matching cell transcriptomes, we analyzed duplicates of rRNA-depleted libraries from HepG2 and D17 cellular RNA in parallel. 

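HepG2 is a line of human hepatocellular carcinoma cells and A431 a line of human epidermoid carcinoma cells. EVs of both lines were collected from culture medium over 48 h and pelleted by ultracentrifugation. Their RNA was sequenced beside RNA of HepG2 cells, with 2 stranded paired-end libraries for each of HepG2 EVs, HepG2 cells and A431 EVs. The HepG2 libraries came from passages 5 and 6 and the A431 libraries from passages 4 and 5, and no A431 cells were sequenced. Since rRNA was depleted from the cell libraries only, EVs and cells also differ in how their libraries were made. After reads matching rRNA had been removed, the authors aligned the remaining reads to GRCh37 with TopHat 2.0.10 and estimated FPKM for 214292 transcripts with Cuffdiff 2.2.1. Cuffdiff pooled both libraries into 1 FPKM per transcript and condition, with a 95% confidence interval. No value per replicate is available, so no difference could be set against the spread between replicates, and ranges in brackets after an FPKM are these intervals. The FPKM of a gene is the sum over its isoforms, for which no interval is given, and TPM was computed from FPKM without the residual rRNA transcripts. At loci with a single transcript, all low values of FPKM multiplied by length lay within 0.2% of a whole sum of 2 fitted step sizes, against 14.9 to 17.1% of random values, and their mean was taken as the value of a single fragment. By this estimate, the values outside residual rRNA rest on 53243537 fragments in HepG2 cells, 460318 in HepG2 EVs and 100129 in A431 EVs. The reads of other RNA in Table 2 number 2.61, 6.67 and 3.80 times these fragments, a gap that paired reads alone do not fill. Residual rRNA may fill part of it in A431 EVs, where it held 34.7% of FPKM, against 2.61% in HepG2 EVs and 0.000204% in HepG2 cells. The rest of the gap was not resolved. An FPKM of 5 on a transcript of 1 kb stands for 310.0 fragments in HepG2 cells, 2.53 in HepG2 EVs and 1.20 in A431 EVs. Of the transcripts of at least 5 FPKM, 5315 (32.2%) in HepG2 EVs and 6123 (61.4%) in A431 EVs rested on 3 or fewer fragments, against 0 in HepG2 cells.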

While most previous transcriptomic studies examining EVs have opted to sequence the small RNA fraction, we chose to generate standard sized libraries, which should capture the bulk of EV RNAs as determined by our bioanalyzer profiles (Figure S5). Chiefly, it should emphasize protein-coding and long non-coding RNA repertoires, which have received less attention than EV-associated miRNAs and would typically not be traced in the small RNA fraction. However, our approach cannot emphasize the presence of transcripts shorter than 50 nt, such as mature miRNAs, which would require the preparation of small RNA-seq libraries.

Various rRNA sequences were predominant in all exRNA libraries (Table 1). 

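The 5S rRNA is a component of the large ribosomal subunit, and MT-RNR1 and MT-RNR2 encode the rRNAs of mitochondrial ribosomes. The deposited FPKM were estimated after reads matching rRNA had been removed, so they hold only what that step left. MT-RNR1, at positions 648 to 1601 of the mitochondrial genome, had 608 FPKM (241 to 975) in HepG2 EVs, 667 FPKM (325 to 1009) in A431 EVs and 0.0676 FPKM (0 to 0.824) in HepG2 cells. MT-RNR2, at positions 1671 to 3229, had 551 FPKM (197 to 905) in HepG2 EVs, 1013 FPKM (481 to 1544) in A431 EVs and 0.206 FPKM (0 to 0.669) in HepG2 cells. Of 562 5S rRNA genes and pseudogenes, 4 were above 0 in HepG2 EVs, 14 in A431 EVs and 0 in HepG2 cells, with a summed FPKM of 176 in HepG2 EVs and 4609 in A431 EVs. RNA5SP145, on chromosome 3 of GRCh37 from 150905886 to 150906010, was listed at 0 in all 3 conditions. RNA5SP149, on chromosome 3 from 179879674 to 179879765, had 28.1 FPKM (0 to 107) in A431 EVs and was listed at 0 in the others. These are levels after the removal step, and the reads it took out are not in the deposited tables. Before sequencing, rRNA had also been depleted from the cell libraries only, so the differences from HepG2 cells may come from that step.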

Pseudogenes derived from 5S rRNA, such as human *RNA5SP145* and *RNA5SP149*, were especially abundant (Figure S6), along with the mitochondrial *RNR1* (12S) and *RNR2* (16S) rRNAs (Figure S7). Full-length bidirectional read distributions mapped to these loci in human EVs and similar species prevailed in *Drosophila* exRNA (Table S1). The 28S and 18S ribosomal RNAs were the single most abundant sequences in all samples. This observation is in sharp contrast with the scarcity of the corresponding ~2 and ~3 kb peaks on EV bioanalyzer imprints. Such apparent inconsistency could underlie the cleavage of EV-targeted 18S and 28S to yield shorter transcripts. Indeed, although read coverage for most transcripts in EVs mimicked corresponding cellular signatures, our analyses can’t ensure that they correspond to full-length RNAs. Since we sequenced 50 nt-long paired-end reads, arrays of cleaved RNA fragments could have potentially resulted in similar coverage signatures. Ribosomal RNA turn-over remains poorly characterized and while the 18S and 28S rRNAs are associated with longer cytoplasmic half-lives than polyadenylated RNAs, rRNA stability in fibroblasts is considerably affected by growth conditions^35^. It is tempting to speculate that EV targeting could serve as a selective clearance mechanism for rRNAs, a view that would be compatible with fragmentation of full-length 18S and 28S. Abundance of rRNAs in EVs has been reported in some systems, notably human serum and urine samples^36^, although most studies have rather outlined the absence of long rRNAs in EVs^3^,^10^. These differences likely reflect both inherent specificity of the model considered and contrasting experimental strategies (eg. small vs long RNA libraries). In some models, apoptotic bodies and microvesicles have been reported to contain higher proportions of rRNAs than exosomes^10^. While several large structures (>100 nm) seen on our TEM micrographs may constitute microvesicles, apoptotic bodies should be rare in our preparations, since we routinely monitored cell death before our experiments and consistently observed rates lower than 5% in all cultures.

Besides hypothetical fragmentation, ambiguous mapping issues may also account for the discrepancy between bioanalyzer profiles and abundant 18S and 28S sequencing reads. Indeed, we found two poorly characterized rRNA-like short sequences (<200 nt) that were highly abundant in human EVs and relatively rare in cells, *AC079949.1* and *AL161626.1*, annotated as “novel miRNAs” in Ensembl and as “rRNA pseudogenes” in GATExplorer. These miRNA loci overlap with large ribosomal subunit repeats^37^ (Figure S8), suggesting that reads arising from these species or similar rRNA-related sequences could potentially have been mapped to 28S genes by read alignment tools, inflating the proportion of rRNA reads in EVs. 

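AC079949.1 lies on chromosome 12 of GRCh37 from 127650616 to 127650672 and AL161626.1 on chromosome 9 from 79186731 to 79186787, and both are annotated as transcripts of 57 nt. In the deposited tables, both were listed at 0 FPKM, with an upper bound of 0, in HepG2 EVs, A431 EVs and HepG2 cells. These tables were made after the removal of reads matching rRNA, and the values before that step are not among them.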

*AC079949.1* and *AL161626.1* were first identified in human EV extracts and are mentioned in a patent request regarding the use of mesenchymal stem cell-derived EVs for wound therapy^38^. Asymmetric and bidirectional read distributions consistent with an abundant sense-antisense RNA pair were observed for *AC079949.1* in exRNA (Figure S8). Such sense-antisense pairs can anneal and form double-stranded RNA, initiating interference pathways through Dicer activation^39^,^40^. While the functional role of *AC079949.1* remains to be determined, the contribution of short transcripts to rRNA regulation is demonstrated in mammalian cells^41^. Moreover, it is becoming clear that diverse mammalian tissues express “specialized” ribosomes that bear diverse rRNA, ribosomal proteins and isoform specificities^42^. EV transfer could potentially modulate recipient cell ribosomal repertoire, perhaps through phenocopying of donor cell rRNAs. It is thus tempting to speculate that the abundance of rRNA-related “novel miRNA” species in EVs reflects an additional layer of intercellular regulation in ribosomal biogenesis or translational fine-tuning.

### exRNA distributions correlate across cell types in human and *Drosophila*

To further characterize EV RNA repertoires, we next subtracted rRNA reads and submitted adjusted libraries to genomic alignments and expression analyses (Table 2). We retrieved GENCODE annotations using Ensembl Biomart for the 1,000 most abundant transcripts in each library and compared exRNA and cellular RNA biotype abundance distributions (Fig. 2). Interestingly, a strong positive correlation was observed between human HepG2 and A431 exRNA biotypes (Fig. 2A; Pearson’s r = 0.92, *P* = 3 × 10^−3^). 

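Besides miscellaneous RNAs and mRNAs, both EV types held small nuclear RNAs (snRNAs), which form the spliceosome, small nucleolar RNAs (snoRNAs), which guide the modification of rRNA, and the RNAs of RNase P and RNase MRP. Of the TPM in the 1,000 most abundant transcripts, snRNAs made up 6.59% (2.96 to 10.2) in HepG2 EVs, 14.5% in A431 EVs and 1.05% (0.688 to 1.40) in HepG2 cells. The share of snoRNAs was 2.39% in HepG2 EVs, 8.80% in A431 EVs and 2.32% in HepG2 cells. RNase P and MRP RNAs, kept as a class of their own, made up 5.54% (0.177 to 10.9), 16.5% (10.3 to 22.7) and 11.5% (0.713 to 22.4), in the same order, and long non-coding RNAs 1.12%, 1.47% and 1.39%. Bounds of shares were propagated from the intervals of FPKM, with transcripts taken as independent. Where intervals are cut at 0, as for the 7SL gene RN7SL2 in HepG2 EVs, such bounds are too narrow. Across 12 RNA classes, Pearson's r between the shares of HepG2 EVs and of A431 EVs was 0.663, and Spearman's rho was 0.935, while between HepG2 EVs and HepG2 cells they were 0.940 and 0.804. The permutation p of Pearson's r between the EV types was 0.0425 (two-sided, 100000 permutations of the classes), and classes are not independent replicates.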

The miscellaneous RNA category was strongly overrepresented in human exRNA, accounting for over one third of A431 and over half of HepG2 exRNA distributions, as opposed to 1% for HepG2 cell RNA. 

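The miscellaneous RNAs of all 3 conditions were mostly 7SL RNAs, the scaffold of the signal recognition particle. Next came 7SK RNA, which holds the elongation factor P-TEFb inactive, in HepG2 cells and vault RNAs in both EV types. Miscellaneous RNAs held 30.4% (0.686 to 60.1) of the TPM in the 1,000 most abundant transcripts of HepG2 EVs, 40.9% (30.5 to 51.2) in A431 EVs and 16.0% (8.21 to 23.9) in HepG2 cells. 7SL RNAs accounted for 26.6% in HepG2 EVs, 31.7% in A431 EVs and 8.43% in HepG2 cells, and 7SK RNA for 1.62%, 2.09% and 7.61%, in the same order. Vault RNAs, the RNA part of the vault particle, held 1.91% in HepG2 EVs and 6.90% in A431 EVs, and Y RNAs, partners of the Ro60 protein, 0.274% and 0.161%, while no vault or Y RNA was among the 1,000 most abundant transcripts of HepG2 cells. The share of mRNAs was 50.8% (26.1 to 75.5) in HepG2 EVs, 15.5% (12.5 to 18.6) in A431 EVs and 63.3% (53.7 to 73.0) in HepG2 cells. The bounds of HepG2 EVs overlap those of HepG2 cells for both classes, and those of A431 EVs do not. In shares of fragments, with FPKM multiplied by length, miscellaneous RNAs made up 4.28% in HepG2 cells, 10.4% in HepG2 EVs and 24.8% in A431 EVs. mRNAs then made up 88.2%, 82.9% and 52.2%, in the same order.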

In *Drosophila* D17 EVs, snoRNAs represented nearly half of the distribution, whereas S2R + EVs contained a majority of mRNAs (Fig. 2B).

We then compared EV and cellular RNA libraries by correlating relative abundance values of individual transcripts (Figs 3 and 4). Although many abundant cellular RNAs were present within EVs, HepG2 exRNA levels were poorly correlated to cellular levels (Fig. 3A; Pearson’s r = 0.24, *P* < 10^−4^) and more closely resembled A431 exRNA levels (Fig. 3B; Pearson’s r = 0.77, *P* < 10^−4^). 

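RN7SL2, a 7SL gene, was the most abundant transcript of HepG2 EVs at 95132 TPM, the most abundant of A431 EVs at 138401 TPM and the third of HepG2 cells at 24918 TPM. Among 8373 genes of at least 5 FPKM in both HepG2 EVs and cells, the highest log2 ratios of EVs to cells were 7.90 for RNU11, the U11 snRNA of the minor spliceosome, 7.16 for RNU5B-1 and 7.02 for RNU5A-1, which encode U5 snRNA, 5.55 for MT-ATP8, a subunit of mitochondrial ATP synthase, and 5.55 for ANP32B, a histone chaperone. The lowest were -4.41 for SCARNA2, a guide RNA of Cajal bodies, -4.16 for GSTA1, a glutathione transferase, -3.87 for SNORD116-20, -3.64 for MT1E, a metallothionein, and -3.64 for ZWINT, a kinetochore protein. Among 5941 genes of at least 5 FPKM in both EV types, ALB (8.21), AFP (5.75), A2M (5.32) and APOE (4.56), which encode plasma proteins made by liver cells, and PEG10 (4.45) had the highest log2 ratios of HepG2 EVs to A431 EVs. The lowest were S100A2 (-5.48), the keratins KRT5 (-5.42) and KRT15 (-5.26), CTD-2328D6.1 (-5.11) and the hyaluronan receptor CD44 (-4.94). The median log2 ratio of these genes was -0.60 for HepG2 EVs to cells and 0.28 for HepG2 EVs to A431 EVs, so the TPM scale sets part of each direction. Scaling to the mRNA total would move every ratio by 0.36 and -1.11, respectively. Over transcripts among the 1,000 most abundant of HepG2 EVs and above 0 in the other sample, Pearson's r of log10 TPM was 0.457 (95% bootstrap interval over transcripts 0.382 to 0.519, 976 transcripts) with HepG2 cells and 0.536 (0.472 to 0.60, 839 transcripts) with A431 EVs. Over the 826 transcripts above 0 in all 3, the correlation with A431 EVs was higher by 0.0638 (-0.0167 to 0.153), and this difference was 0.311 (0.0290 to 0.396) on linear TPM, 0.0908 (0.0222 to 0.169) by Spearman, 0.181 (0.0994 to 0.271) over genes and -0.0967 (-0.163 to -0.0261) with transcripts of at least 300 nt. Transcripts are not independent replicates, and these intervals cover only the choice of transcripts. From the 2 correlations in Fig. 3A,B, the paper states that HepG2 exRNA levels were nearer to A431 exRNA than to cellular RNA.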

In accordance with previous reports, three groups of “miscellaneous” Polymerase III products^43^ were strongly overrepresented in human exRNA samples: vault RNAs, Y RNAs and signal recognition particle components, 7SL RNAs. 

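Vault RNAs, Y RNAs and 7SL RNAs, transcribed by RNA polymerase III, had higher TPM in HepG2 EVs than in HepG2 cells. 7SL RNAs summed to 17.8% of all TPM in HepG2 EVs, 25.6% in A431 EVs and 4.71% in HepG2 cells. Vault RNAs summed to 1.28%, 5.56% and 0.000295%, and Y RNAs to 0.196%, 0.134% and 0.00135%, in the same order. RNY5, on chromosome 7 from 148638580 to 148638658, had 779 FPKM (389 to 1169) in HepG2 EVs, 342 FPKM (29.1 to 654) in A431 EVs and 2.45 FPKM (0 to 11.6) in HepG2 cells. RNY1, on chromosome 7 from 148684228 to 148684340, had 366 FPKM (147 to 584) in HepG2 EVs and 138 FPKM (0 to 297) in A431 EVs and was listed at 0 in HepG2 cells. In contrast, RN7SK, the 7SK RNA gene on chromosome 6 from 52860418 to 52860748, had 8720.4 FPKM (3250.4 to 14190.5) in HepG2 EVs and 23449 FPKM (0 to 48656) in HepG2 cells, a log2 ratio of TPM of -1.97. With a pseudocount of 1 TPM, the median log2 ratio of HepG2 EVs to cells was 10.07 for 3 vault RNAs, 7.68 for 4 Y RNAs and 1.90 for 3 7SL RNAs. These medians lay at percentiles 100, 100 and 99.2 among 10000 random gene lists matched on expression. The lists here and below were not matched on length, so a loss of short RNAs from the cell libraries could give high percentiles too. The 7SL genes share most of their sequence, so their ratios are not independent. Since VTRNA1-2 and VTRNA1-3 were listed at 0 in HepG2 cells, the size of the vault median depends on the pseudocount. Short RNAs of another kind were also higher, since 42 snoRNAs of at most 150 nt with at least 5 FPKM in HepG2 cells had a median log2 ratio of 1.73 (1.37 to 2.24).

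**Figure D1:**
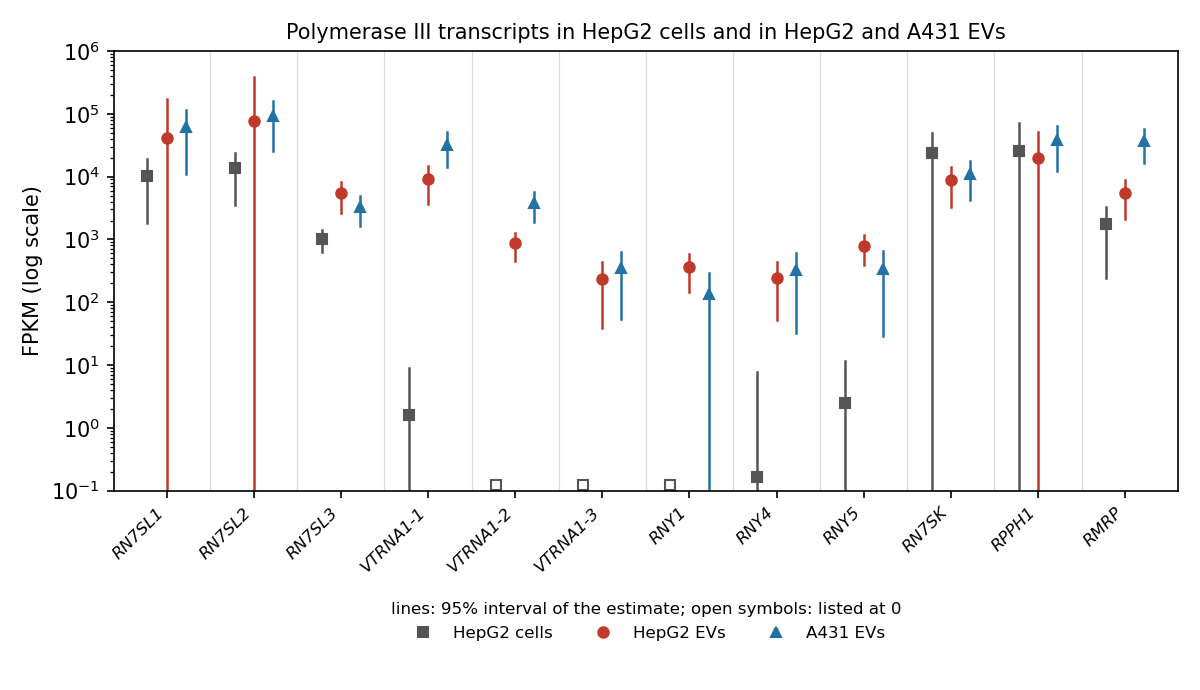
FPKM on a log axis of 1 isoform of each of 12 genes transcribed by RNA polymerase III, in HepG2 cells (squares), HepG2 EVs (circles) and A431 EVs (triangles). Lines are the 95% intervals of Cuffdiff and open symbols mark values listed at 0; the vault and Y RNAs of HepG2 cells lie at or below 2.45 FPKM, and those of the EVs at or above 138 FPKM.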

Interestingly, vault RNAs were nearly absent of HepG2 cellular libraries, while the relative levels of vault paralogues was nearly identical in A431 and HepG2 EVs (Fig. 3C). 

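VTRNA1-1, on chromosome 5 of GRCh37 from 140090860 to 140090958, was the main vault RNA of both EV types. It had 9173 FPKM (3632 to 14714) in HepG2 EVs, 32302 FPKM (14189.9 to 50414) in A431 EVs and 1.63 FPKM (0 to 8.92) in HepG2 cells. VTRNA1-2, from 140098510 to 140098598, had 865 FPKM (452 to 1277) in HepG2 EVs and 3784 FPKM (1917 to 5651) in A431 EVs, and VTRNA1-3, from 140105743 to 140105831, had 237 FPKM (39.1 to 435) and 345 FPKM (54.0 to 635). Both were listed at 0 in HepG2 cells. VTRNA1-1 made up 89.3% (82.3 to 96.3) of vault RNA FPKM in HepG2 EVs and 87.7% (80.1 to 95.3) in A431 EVs, VTRNA1-2 8.41% and 10.3%, and VTRNA1-3 2.31% and 0.935%. The share of VTRNA1-1 differed between the EV types by less than its propagated 95% bounds. A single fragment on 100 nt stands for 0.161 FPKM in HepG2 cells and for 19.8 FPKM in HepG2 EVs.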

Although the vault ribonucleoprotein (RNP) complex has been linked to antineoplastic drug resistance^44^,^45^,^46^, the bulk of vault RNA transcripts do not associate with this RNP complex^47^. A fraction is rather processed by Dicer into miRNA-like regulatory transcripts that can downregulate the catabolic cytochrome CYP3A4^48^. While *VTRNA1-1* shows full-length coverage in exRNA (Figure S9), its eventual intercellular transfer could potentially impact xenobiotic metabolism in recipient cells. In addition, a strong dissymmetry was noted among 7SL paralogue distribution : *RN7SL3*, the primary detectable cellular paralogue, was barely present in exRNA, while *RN7SL1* and *RN7SL2* accounted for over 90% of total 7SL abundance in exRNA and were undetected in HepG2 cells (Fig. 3D). 

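RN7SL1, RN7SL2 and RN7SL3 were above 0 in HepG2 EVs, A431 EVs and HepG2 cells, and RN7SL2 had the highest FPKM of the 3 in each. RN7SL2 made up 53.5% of 7SL FPKM in HepG2 EVs, 54.1% in A431 EVs and 52.9% in HepG2 cells, and RN7SL1 made up 42.6%, 43.9% and 43.2%. The share of RN7SL3 was 3.85% (0 to 10.1) in HepG2 EVs, 1.91% (0.556 to 3.27) in A431 EVs and 3.93% (1.46 to 6.41) in HepG2 cells. In HepG2 cells, FPKM was 13749 (3489 to 24009) for RN7SL2, 11215 for RN7SL1 and 1023 (639 to 1406) for RN7SL3. RN7SL3 had 5506 FPKM (2662 to 8349.6) in HepG2 EVs, above its interval in cells, while RN7SL2 had 76587 FPKM (0 to 380929). TPM in HepG2 EVs was 3.73 times that of HepG2 cells for RN7SL1, 3.82 times for RN7SL2 and 3.69 times for RN7SL3. The status of each estimate was OK in all 3 conditions.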

Multiple sequence alignments^49^ revealed that *RN7SL1* and *RN7SL3* have nearly identical sequences (97.6% identity score). 

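The 7SL genes lie on chromosome 14 of GRCh37, RN7SL1 from 50053298 to 50053594 on the plus strand, RN7SL2 from 50329271 to 50329567 on the minus strand and RN7SL3 from 50320336 to 50320632 on the minus strand. Each spans 297 nt, and RN7SL1 was located by aligning RN7SL2 to the chromosome, since the annotation gives no position for it. In global pairwise alignments without gaps, RN7SL1 and RN7SL3 were identical at 290 of 297 positions (97.6%). RN7SL1 and RN7SL2 were identical at 293 positions (98.7%), and RN7SL2 and RN7SL3 at 286 (96.3%). With paired reads of 50 nt, fragments outside the differing positions match more than 1 of these genes, so FPKM per gene rests on how the authors' tools divided them.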

Presumably, the few nucleotides that distinguish these paralogues lead to the establishment of differential interactions resulting in extensive EV targeting of *RN7SL1/2* and cellular retention of *RN7SL3*.

In accordance with human data, *Drosophila* D17 exRNA levels presented lower correlations with corresponding cellular levels (Fig. 4A; Pearson’s r = 0.45, *P* < 10^−4^) than with S2R + exRNA (Fig. 4B; Pearson’s r = 0.58, *P* < 10^−4^). Multiple snoRNAs were overrepresented in D17 exRNA samples, especially H/ACA box species involved in site-specific pseudouridylation of 18S and 28S rRNA (Table S2). Components of atypical snoRNPs were also abundant in human and *Drosophila* exRNA, notably human *RPPH1* and *Drosophila RNAseP:RNA*, which function in tRNA maturation^50^. 

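RPPH1 encodes the RNA subunit of RNase P, the enzyme that cleaves the 5′ leader from precursor tRNAs. It was the most abundant gene of HepG2 cells and stayed among the 4 most abundant transcripts of both EV types. RPPH1 had 54639 TPM in HepG2 cells, 29211 TPM in HepG2 EVs and 64268 TPM in A431 EVs. Its main isoform had 25181 FPKM (0 to 72058) in HepG2 cells, 19754 FPKM (0 to 50755) in HepG2 EVs and 38728 FPKM (12393 to 65062) in A431 EVs, so the intervals overlap between all 3. The log2 ratio of HepG2 EVs to HepG2 cells was -0.90, below the median of genes given above.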

The human and *Drosophila* transcripts of RNAse MRP, a multifunctional ribozyme notably involved in 5.8S rRNA processing^51^, were abundant in both exRNA and cellular RNA, along with diverse paralogues of spliceosomal U5 snRNA (Figure S10). 

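RMRP, the RNA of RNase MRP on chromosome 9 of GRCh37 from 35657751 to 35658014, had 7876 TPM in HepG2 EVs, 9792 TPM in HepG2 cells and 68828 TPM in A431 EVs. Its log2 ratio of HepG2 EVs to cells was -0.31 and turned positive when scaled to the median gene. The U5 snRNAs, which align exons in the spliceosome, were far lower in HepG2 cells than in either EV type. RNU5B-1, on chromosome 15 from 65597015 to 65597130, had 3221 FPKM (2014 to 4428) in HepG2 EVs, 18491 FPKM (7157 to 29824) in A431 EVs and 14.9 FPKM (0 to 47.2) in HepG2 cells. RNU5A-1, on chromosome 15 from 65588389 to 65588504, had 2319.5 FPKM (1424 to 3215), 9409 FPKM (4370.1 to 14449) and 11.7 FPKM (0 to 49.5), in the same order. RNU5B-1 made up 58.0% (44.9 to 71.1) of U5 FPKM in HepG2 EVs, 66.1% (47.9 to 84.2) in A431 EVs and 56.0% in HepG2 cells, where its bounds run from 0 to 100%. Of 12 genes on a list of spliceosomal snRNAs above 0 in HepG2 EVs or cells, 10 had higher TPM in the EVs, with a median log2 ratio of 3.77 (percentile 100 of the matched lists), after U3, a snoRNA that the list also matched, had been left out once the values were seen. The list does not hold RNU2-2P, a U2 snRNA with a log2 ratio of 1.90. Among them, RNU4-2, a U4 snRNA, had 5491 FPKM (3270.1 to 7711) in HepG2 EVs and 523 FPKM (279 to 767) in HepG2 cells.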

The *Drosophila CG13900* gene, which encodes a putative spliceosomal factor^52^, contains 9 snoRNAs within its introns, two of which were highly abundant in exRNA (Figure S11). Read coverage at this locus strongly suggests that mRNAs and associated intronic snoRNAs constitute independent transcriptional units, with divergent fates regarding their incorporation into EVs. We also observed low levels of diverse tRNAs in human and *Drosophila* EVs (Figure S12). Several, but not all *Drosophila* snoRNAs and tRNAs, displayed asymmetric read coverage relative to corresponding cells, similar to the pre-miRNA *AC079949.1* discussed above. Such patterns are intriguing in light of accumulating evidence of miRNA-like transcripts derived from tRNAs and snoRNAs involved in RNA interference pathways^53^,^54^,^55^. Indeed, a recent study found that most small RNAs in mature mammalian sperm correspond to 3′-end fragments of tRNAs (tsRNAs), which may modulate cholesterol metabolism in the offspring^56^. Whether snoRNAs and tRNAs that encode miRNA-like substrates are preferentially targeted to EVs remains unclear, but has been suggested^57^. Investigating snoRNAs and tRNAs after selecting for the small RNA population of *Drosophila* EVs may provide further interesting observations regarding tsRNAs.

### Transposable elements are conserved EV components in human and *Drosophila*

Transposable sequences such as long interspersed elements (LINEs) and *Alu* elements have been described as major components of exRNA, notably in glioblastoma models^9^,^58^. We took advantage of the RepeatMasker inventory of interspersed repeats and low complexity sequence genomic coordinates to systematically survey repeats in exRNA^59^. Alignments revealed that repeats are collectively overrepresented in exRNA relative to cellular RNA samples, especially in *Drosophila* (Table 2). Interestingly, the single most abundant repeat sequence in *Drosophila* D17 exRNA was a short (~150 nt) antisense fragment of the retrotransposon *TART*, a telomere-specific LINE-like element involved in chromosome length maintenance^60^ (Figure S13). Upon DNA replication, yeast and mammalian cells depend on the reverse-transcriptase activity of the telomerase complex to regenerate G-rich repeats and assemble the end of chromosomes^61^,^62^,^63^. Drosophilids rely on retrotransposition of telomeric LINE-like elements as an alternative solution to the end-replication problem^64^,^65^,^66^. Other *Drosophila* retrotransposons, notably *Copia* and related sequences were also highly abundant. This 5 kb-long element displayed full-length coverage in S2R + and D17 exRNA (Figure S14). Interestingly, as observed in the case of *TART*, a resolved antisense peak of approximately 50 nt mapped to the central region of the *Copia* sequence in D17 and S2R + exRNA. Repeat-associated small interfering RNA (rasiRNA) form a class of Piwi-interacting transcripts involved in transposable element silencing during *Drosophila* gonadogenesis^67^,^68^,^69^,^70^. Whether rasiRNAs are present in *Drosophila* exRNA is unclear, but it is tempting to suggest that the short antisense sequences mapped to *Copia* and *TART* in exRNA may function as small interfering RNA precursor.

Human endogenous retrovirus long terminal repeats, notably members of the ERV1, ERVL and ERVK subfamilies were the most abundant repeats in HepG2 and A431 exRNA. A few full-length L1 retrotransposons, several Alu, 7SL and tRNA repeats were also prevalent in human exRNA (Table S3). By contrast, α-satellite sequences and low-complexity repeats such as poly-purine or poly-pyrimidine tracts were rare in human exRNA samples. While evidence remains scarce, it is tempting to speculate that extensive EV targeting of retroviral-like sequences constitutes an adaptation that promotes invasion via horizontal transfers.

### Human and *Drosophila* exRNA contain full-length mRNA signatures enriched for translation-related functions

Over 1,000 mRNA signatures were traced in all exRNA samples. 

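The most abundant mRNAs of HepG2 EVs were MT-CO2, MT-ND4 and MT-CO1, which encode subunits of the respiratory chain, and the most abundant one encoded in the nucleus was FTL, the ferritin light chain. In A431 EVs, the 10 most abundant mRNA transcripts, counted as single isoforms, were those of 9 mitochondrial mRNAs and of TMSB10, which encodes an actin-binding thymosin and had 1078 FPKM (552 to 1605). At least 5 FPKM was reached by 10652 mRNA transcripts of 10152 genes in HepG2 EVs, by 6569 transcripts of 6296 genes in A431 EVs and by 10434 transcripts of 8578 genes in HepG2 cells, where a gene counts by the sum of its isoforms. The EV counts include mRNAs on 3 or fewer fragments.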

We validated RNA-seq results by RT-qPCR analyses targeting 7 mRNAs in exRNA and cellular RNA of *Drosophila* D17 and human HepG2 samples. As expected, FPKM and cycle threshold values (CT) were significantly anti-correlated (−0.92 ≤ Pearson’s r ≤ −0.75) (Fig. 5A,B). 

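Of the 7 mRNAs of the RT-qPCR assay in HepG2, TPT1, which encodes a calcium-binding tumor protein, had the highest FPKM in HepG2 EVs and BRAF, which encodes a kinase of the MAPK pathway, the lowest. Gene FPKM was 1762 in HepG2 EVs and 897 in HepG2 cells for TPT1, and 654 and 85.0 for PABPC1, the cytoplasmic poly(A)-binding protein. It was 284 and 218 for the stress-response factor ATF4, 115 and 102 for the growth factor HDGF, 104 and 96.6 for the splicing regulator PTBP1, 58.5 and 178 for the stress granule protein G3BP1, and 14.3 and 8.02 for BRAF. In TPM, PABPC1 was higher in HepG2 EVs with a log2 ratio of 2.39, and its main isoform had 161 FPKM (47.4 to 275) in EVs and 14.4 FPKM (3.71 to 25.2) in cells. G3BP1 was lower with a log2 ratio of -2.13. Its main isoform had 40.8 FPKM (3.63 to 78.0) in EVs and 111 FPKM (56.0 to 165) in cells. These intervals overlap in FPKM but no longer do once scaled to TPM. ATF4, HDGF and PTBP1 had lower TPM in HepG2 EVs and higher values when scaled to the median gene. CT values are not among the deposited data, so FPKM could not be set against them.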

Importantly, D17 exRNA displayed low amounts of mRNAs, which were more abundant in S2R + exRNA (Fig. 2B) and mRNA level comparisons between D17 EVs and cells revealed a weaker correlation than global comparisons (Fig. 5C; Pearson’s r = 0.24, *P* < 10^−4^). By contrast, human HepG2 mRNA levels in EVs were closer to corresponding cell levels than described above for global comparisons in human HepG2 (Fig. 5D; Pearson’s r = 0.32, *P* < 10^−4^). Accordingly, several highly expressed cellular mRNAs were traced in EVs, notably mitochondrial mRNAs involved in the respiratory chain, such as cytochrome oxidase, NADH:ubiquinone reductase and ATPase subunit mRNAs (Table S4). 

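mRNAs of liver plasma proteins, which HepG2 cells secrete, were abundant in HepG2 EVs and mostly lower there than in the cells. AFP, which encodes alpha-fetoprotein, had 7364 TPM in HepG2 cells and 1580.3 TPM in HepG2 EVs. APOH, an apolipoprotein mRNA, had 4366 and 617 TPM, and its main isoform 2358 FPKM (890 to 3827) in cells and 481 FPKM (291.1 to 671) in EVs. SERPINA1, which encodes alpha-1-antitrypsin, had 2774 TPM in cells and 2946 TPM in EVs. Of 22 such mRNAs, 19 had lower TPM in HepG2 EVs, with a median log2 ratio of -1.69 (percentile 0.02 of the matched lists). The 3 others were SERPINA1, ALB and APOB, of which ALB and APOB have no estimate in the cells. Over 992 mRNA transcripts among the 1,000 most abundant of HepG2 EVs and above 0 in HepG2 cells, Pearson's r of log10 TPM was 0.541 (bootstrap interval 0.483 to 0.598), and 8 transcripts were listed at 0 in the cells. The median log2 ratio of mRNA genes of at least 5 FPKM in both was -0.62.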

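All 13 mRNAs of the mitochondrial genome, which encode subunits of the respiratory chain and ATP synthase, had higher TPM in HepG2 EVs than in HepG2 cells. MT-CO2, a cytochrome oxidase subunit at positions 7586 to 8269 of the mitochondrial genome, had 14437 TPM in HepG2 EVs, 3291 TPM in A431 EVs and 1300.4 TPM in HepG2 cells. MT-ND4, a subunit of NADH:ubiquinone reductase at 10760 to 12137, had 13899.8, 4311 and 418 TPM, and MT-ATP6, a subunit of ATP synthase at 8527 to 9207, had 9578, 2866 and 284 TPM, in the same order. Together the 13 mRNAs held 33.0% of the TPM in the 1,000 most abundant mRNAs of HepG2 EVs, 23.5% in A431 EVs and 2.48% in HepG2 cells. In contrast, 70 of 71 nuclear mRNAs for respiratory chain and ATP synthase subunits had lower TPM in HepG2 EVs, among them COX4I1 with 299 TPM in EVs and 508 TPM in cells and ATP5B with 288 and 863 TPM. The median log2 ratio of HepG2 EVs to cells was 4.11 for the mitochondrial mRNAs (percentile 100 of the matched lists) and -1.45 for the nuclear ones (percentile 0). Most intervals of the HepG2 EVs are wide, as for MT-CO2 with 11623 FPKM (0 to 36875), but those of MT-ND3, with 3748 FPKM (1034 to 6462) in EVs and 364 FPKM (217 to 511) in cells, do not overlap.

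**Figure D2:**
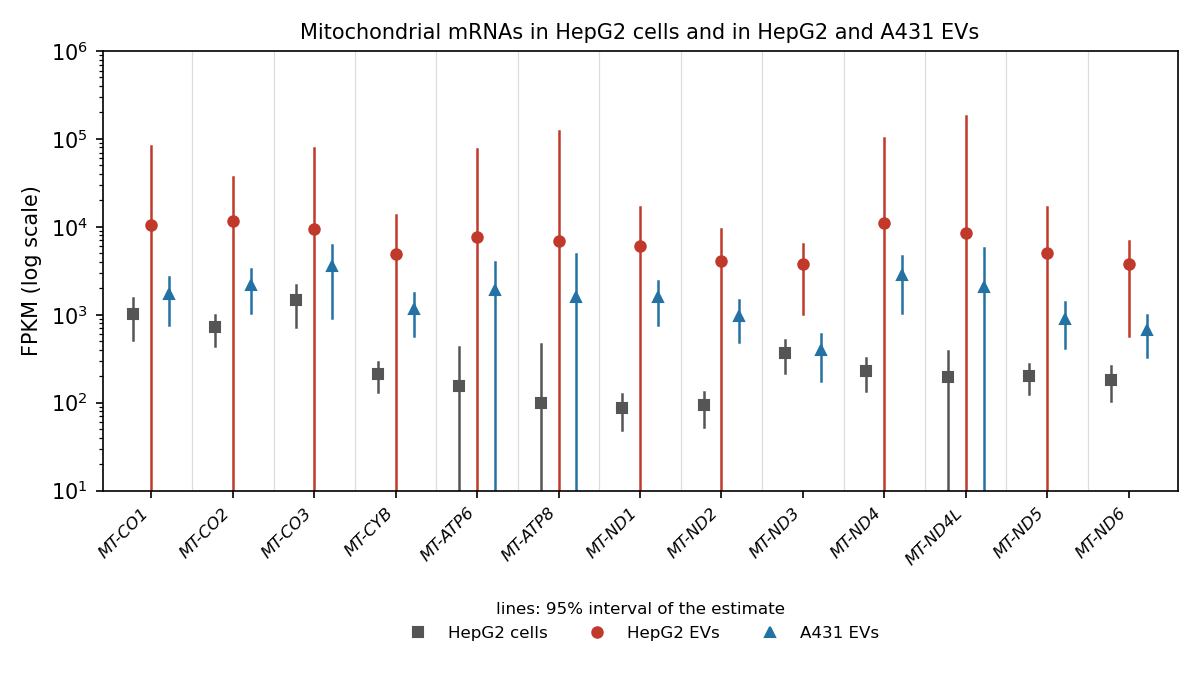
FPKM on a log axis of the 13 mitochondrial mRNAs in HepG2 cells (squares), HepG2 EVs (circles) and A431 EVs (triangles), with the 95% intervals of Cuffdiff as lines. The estimates of HepG2 EVs lie between 3748 and 11623 FPKM and those of HepG2 cells between 87.5 and 1457 FPKM.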

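RPL37A, which encodes a protein of the large ribosomal subunit, had 4483 TPM in HepG2 cells, 3435 TPM in HepG2 EVs and 779 TPM in A431 EVs. RPLP1, a protein of the ribosomal stalk on chromosome 15 of GRCh37 from 69745157 to 69748544, had 738, 1724 and 774 TPM, in the same order. EEF1A1, the elongation factor that brings aminoacyl-tRNA to the ribosome, had 6401, 3828 and 770.5 TPM, and EEF2, the factor of translocation, 1073, 1362 and 267 TPM. All 79 mRNAs of cytosolic ribosomal proteins reached 5 FPKM in HepG2 cells and HepG2 EVs, and 78 did in A431 EVs. In HepG2 EVs, 28 of them had higher and 51 lower TPM than in HepG2 cells, with a median log2 ratio of -0.22 at percentile 100 of random lists matched on expression. This median was 0.14 when scaled to the mRNA total and 0.39 when scaled to the median gene, so its direction depends on the scale. Of 6 elongation factor mRNAs, 2 were higher and 4 lower, with a median of -0.62 (percentile 64.3). Against A431 EVs, all 79 ribosomal protein mRNAs had higher TPM in HepG2 EVs, with a median log2 ratio of 1.60, which was 0.50 scaled to the mRNA total, with 62 of 79 higher, and 1.32 scaled to the median gene, with 78 higher.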

Numerous ribosomal protein and translation elongation factor mRNAs were also abundant in all samples. Protein-coding transcripts typically displayed full-length read coverage in cells and EVs, consistent with the EV export of mature and potentially functional mRNAs, as observed for the ribosomal gene *RPLP1* in human and *Drosophila* (Fig. 5E–F). Gene ontology enrichment analyses identified 18 terms common to all four exRNA types, 12 of which contain the words “translation” or “ribosome” (Fig. 5G,H and Table S5). In addition, the ferritin light chain transcript was among the most abundant mRNAs in human HepG2 and A431 exRNA. 

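Of 3 groups of nuclear mRNAs counted, ribosomal protein mRNAs held the largest share in the EVs. They held 27.4% of the TPM in the 1,000 most abundant mRNAs of HepG2 EVs with 78 of the 79 genes present, 24.8% in A431 EVs with 77 genes and 29.0% in HepG2 cells with 76 genes. Of 6 mRNAs of translation elongation factors, 5 were among the 1,000 most abundant in each condition, with 2.02% in HepG2 EVs, 1.13% in A431 EVs and 2.76% in HepG2 cells. Nuclear mRNAs of the respiratory chain held 0.752%, 1.5% and 2.72%, in the same order. The totals include the mitochondrial mRNAs, which held 33.0% in HepG2 EVs, 23.5% in A431 EVs and 2.48% in HepG2 cells. This lowers the shares of nuclear mRNAs more in the EVs than in the cells. The shares count lists fixed before the data were examined, and terms of the gene ontology were not tested.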

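FTL, which encodes the ferritin light chain and lies on chromosome 19 of GRCh37 from 49468566 to 49470136, ranked 6 among mRNA genes in HepG2 EVs, 12 in A431 EVs and 2 in HepG2 cells. Ranks in HepG2 cells count ALB and APOB, which have no estimate there, as 0. FTL had 8470.4 FPKM (0 to 17750.5) in HepG2 EVs, 1025 FPKM (502 to 1548) in A431 EVs and 4030.3 FPKM (1247 to 6814) in HepG2 cells. FTH1, the ferritin heavy chain on chromosome 11 from 61731757 to 61735106, ranked 17 in HepG2 EVs, 6 in A431 EVs and 267 in HepG2 cells, with 3803, 2792 and 413 TPM. TFRC, which encodes the transferrin receptor, had 60.4 TPM in HepG2 EVs, 96.2 TPM in A431 EVs and 293 TPM in HepG2 cells. The log2 ratio of TPM of HepG2 EVs to HepG2 cells was 0.53 for FTL, 3.20 for FTH1 and -2.26 for TFRC. Intervals of FTL overlap between HepG2 EVs and cells, as do those of the main isoform of FTH1, with 1368 FPKM (72.4 to 2663) and 126 FPKM (65.2 to 186).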

Ferritin proteins assemble into large shell-like complexes that enclose and store iron ions^71^. These proteins have been identified in EVs of immune origin from mice and human models^72^,^73^,^74^. Interestingly, another important iron regulator, the transferrin receptor, figures among the first factors described in human EVs and its release from reticulocytes is linked to their maturation into erythrocytes^75^,^76^,^77^. EV targeting of these mRNAs and encoded proteins may reflect an intricate layer of iron metabolism regulation. The most abundant mRNA in *Drosophila* D17 exRNA was *Arc1* (*Activity-regulated cytoskeletal protein 1*), orthologous to a mammalian plasticity protein involved in synaptogenesis^78^. Indeed, mammalian *Arc* mRNA is targeted to rat neuronal dendrites via a *cis*-regulatory motif found in its 3′UTR^79^. If this mechanism is conserved in *Drosophila*, it could promote *Arc1* accumulation to plasma membrane domains, resulting in its preferential incorporation within EVs.

Whether a subset of cellular mRNAs undergoes selective targeting to EVs through a sequence-specific mechanism remains unclear. If specific RNA motifs are involved in sorting mRNAs to EVs and if such motifs are conserved, a fraction of orthologous human and *Drosophila* sequences should exhibit a common propensity to accumulate in EVs. To test this hypothesis, we took advantage of our vast EV repertoire of human and *Drosophila* mRNAs to investigate global abundance correlations across orthologs of the two species. Using an integrative ortholog prediction tool^80^, we retrieved 1,140 pairs of orthologous mRNAs represented in our D17 and HepG2 cellular and EV datasets. We first compared cellular relative abundance values, which revealed a strong positive correlation (Figure S15; Pearson’s r = 0.61, *P* < 10^−4^). These distributions were largely dominated by abundant mRNAs encoding ribosomal proteins. When comparing the relative abundance distributions of orthologs in EV, we documented a slightly weaker correlation (Figure S15; Pearson’s r = 0.54, *P* < 10^−4^). Therefore, while the expression levels of orthologous mRNAs are strongly related, our comparative analysis does not suggest that gene-specific mRNA enrichment to EVs is a globally conserved feature.

Previous comparative studies have identified so-called “exRNA-exclusive” transcripts, likely undetected in cognate cells due to highly efficient subcellular transport processes, high cellular turnovers or a combination thereof^81^. To systematically and stringently survey exRNA exclusive transcripts, we compared exRNAs reaching a 5 FPKM threshold to all transcripts detected in cognate cellular libraries. 

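By gene, the most abundant mRNAs of HepG2 EVs listed at 0 in HepG2 cells were ALB and APOB. Far below came REXO1L1P with 74.0 FPKM, which has the symbol of a pseudogene but holds a transcript classed as mRNA. PTPRN, which encodes a receptor-like phosphatase of secretory granules, followed with 30.8 FPKM. DOK5, which encodes a docking protein of receptor kinases, had 27.1 FPKM. At least 5 FPKM in HepG2 EVs and an FPKM of 0 in HepG2 cells was found for 666 mRNA transcripts and, with isoforms summed, for 340 mRNA genes. Of these transcripts, 661 had the status OK in the cells and 5 the status HIDATA, by which Cuffdiff marks a locus with too many fragments to estimate. Of the 661, 536 (81.1%) belong to genes with another isoform above 0 in the cells. The count depends on the minimum in EVs, with 3873 transcripts at 1 FPKM and 135 at 10 FPKM. It was 269 with more than 3 fragments in HepG2 EVs, an alternative chosen after the data were examined.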

Interestingly, several of the 24 “exRNA-exclusive” *Drosophila* mRNAs encode neuronal membrane-associated proteins, notably *Snap25* (Synaptosomal-associated protein)^82^, along with extracellular matrix factors, such as members of the mucin family (*Muc26B*, *Mu4B*)^83^ (Table S6). The functional relevance of expressing neuronal factors in haltere disc cells is unclear and extensive EV targeting of corresponding mRNAs could constitute a strategy to clear transcriptional noise products and prevent aberrant protein expression. This interpretation is in line with the membrane protein clearance function of EV targeting, well established during reticulocyte differentiation to erythrocytes^76^. Considering the prevalence of mRNA localization and spatially restricted translation during *Drosophila* embryogenesis^21^,^84^, it also appears conceivable that functional cis-regulatory RNA elements present in these sequences promote their targeting to membrane domains, as suggested above for *Arc1* mRNA. Among the 5 exRNA-exclusive human HepG2 mRNAs, *ALB* (*Albumin*) and *APOB* (*Apolipoprotein B*) encode secreted proteins involved in transmembrane transport^85^,^86^ while *TSPN16* (*Tetraspanin 16*) belongs to a class of membrane-spanning factors described as EV protein markers^85^,^86^. 

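ALB encodes albumin, the main plasma protein, and lies on chromosome 4 of GRCh37 from 74270004 to 74287199. Its main isoform had 2876 FPKM (0 to 6894) in HepG2 EVs, and its isoforms summed to 3655 FPKM. APOB, the apolipoprotein of low-density lipoprotein on chromosome 2 from 21224301 to 21266945, had 335 FPKM (38.1 to 632) in HepG2 EVs. In HepG2 cells, all isoforms of ALB and APOB are listed at 0 with the status HIDATA, so the 0 stands for no estimate and not for a measured absence. TSPAN16, which encodes a tetraspanin on chromosome 19 from 11417400 to 11422998, had 23.2 FPKM (0 to 55.9) in HepG2 EVs from 1 isoform of 417 nt, annotated as a target of nonsense-mediated decay, on 4.89 fragments. It was listed at 0 with the status OK in HepG2 cells and at 0 in A431 EVs. From the exclusivity of such mRNAs, the paper proposes targeting signals within their sequences.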

In line with our findings in *Drosophila*, the exclusivity of these mRNAs within EVs suggests the prevalence of instructive targeting signals in their sequence that promote local translation of protein factors associated with membrane or extracellular localization.

## Conclusion and Perspectives

To the best of our knowledge, we provide here the first morphological and transcriptomic comparative analysis of human and *Drosophila* EVs. Our work revealed that several features of EVs are considerably conserved in these distant metazoan species, notably the abundance of ribosomal sequences and retrotransposons, including sense-antisense RNA pairs. *Drosophila* EVs released by S2R+ and D17 cells are enriched for diverse snoRNAs, while human EVs produced by HepG2 and A431 cells contain strong signatures of miscellaneous RNAs, such as vault and Y RNAs. While EM and NTA analyses have shown considerable heterogeneity in our preparations regarding EV size and morphology, transcriptomic analyses were performed on EV populations, and therefore can’t determine whether individual EVs display disparate RNA repertoires. Diverse methods such as immunoaffinity captures or density-based separation have been developed to isolate exosomes from preparations containing larger vesicles^87^, and it would be interesting to optimize these tools for *Drosophila* EVs. Previous studies have suggested that mammalian exosomes and microvesicles may contain contrasting molecular signatures, with exosomes showing higher amounts of RNA than microvesicles^10^. Approaches amenable to single EV capture and RNA sequencing have yet to be developed due to the prohibitively small size of these structures, but would be highly appealing since they may reveal the heterogeneity of EV RNA repertoires, notably in *Drosophila*. Furthermore, the use of long-read RNA sequencing platforms^88^, such as single-molecule real-time sequencing (15,000 bp per read) or pyrosequencing (700 bp per read), represent a interesting avenue to further characterize exRNA populations. Such approaches would help illuminate the precise repertoire or RNA isoforms and fragmentation intermediates present within EV specimens. Refined means of intercellular communication have emerged and expanded throughout the evolutionary history of metazoans. While exRNA shuttling likely contributes to cell-cell signaling in mammals, prevalence and functional relevance of the phenomenon remains unexplored in *Drosophila.* In light of our findings, it seems likely that diverse *Drosophila* lineages, in line with their human counterparts, rely on exRNA to convey intercellular communication. This hypothesis could be explored via loss-of-function studies.

## Materials and Methods

### Cell culture and EVs purification

Human HepG2 and A431 cells were maintained in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 1% of a 1:100 solution of penicillin and streptomycin (pen/strep) and 10% fetal bovine serum (depleted FBS) (Wisent). Before use, FBS was depleted of bovine EVs by ultracentrifugation (110,000 g, 18 h, 4 °C). Human cells were cultured at 37 °C, in an atmosphere of 5% CO_2_ in T-flasks of 175 cm^2^ and routinely detached using 0.25% trypsin upon reaching 80% confluence. *Drosophila* D17 and S2R+ cells were respectively maintained in Shield and Sang Insect Medium (M3) and in Schneider medium. Both media were supplemented with 1% of a 1:100 pen/strep solution and 10% depleted FBS. M3 medium additionally contained insulin (20 μg/mL). *Drosophila* cells were cultured at 25 °C. Cell death rate was routinely monitored by trypan blue staining (Sigma-Aldrich) and consistently remained below 5% for all cell types.

### Isolation of EVs

For EV isolation, cells were kept at low passage (P < 10) and cultured for approximately 48 h starting from ~10^7^ cells. EVs were isolated according to an established differential ultracentrifugation protocol^89^. Briefly, fresh culture supernatants (~80 mL) were cleared of floating (10 min at 400 × g) and dead cells (10 min at 2000 × g) using a 5810 R centrifuge (Eppendorf). Cell debris were removed (30 min at 10,000 × g) and EVs were pelleted (70 min at 110,000 × g) using the Sw28 and the Sw32 Ti rotor (Beckman Coulter) in an L8–70 M machine (Beckmann). Preparations were extensively washed with PBS and pelleted (70 min at 110,000 × g) using a RP100-AT4 rotor (Sorvall) and a RC-M100 micro ultracentrifuge (Sorvall). All steps were performed at 4 °C and EVs were immediately processed for analysis.

### Electron microscopy

Steps were performed as previously described^89^. Briefly, 10 μL of fresh EVs preparations diluted in 100 μL PBS were loaded on previously discharged formvar-coated copper grids and allowed to adhere for 20 min. The grids were then applied to freshly prepared drops of 2% uranyl acetate for 30 to 40 s and washed six times for two minutes with water. Excessive water was removed by absorption and grids were left to dry for 30 min. Samples were imaged on a Tecnai 12 120 kV transmission electron microscope. Contrast was enhanced with the software Photoshop (Adobe).

### Nanoparticle Tracking Analysis

Cell depleted supernatants (30 min at 2000 × g) were analyzed by nanoparticle tracking analysis using an LM-10 machine (Nanosight) according to the manufacturer’s instructions. Samples were submitted to 3 successive analyses of 30 s using the default settings of the instrument. 3 washes were performed with water between samples. DMEM, M3 and Schneider media containing depleted FBS were used as negative controls. Biological triplicates were analyzed.

### Isolation and characterization of exRNA

EVs and corresponding cellular pellets were resuspended in 1 mL of TRIzol^TM^ reagent (Ambion) and processed according to the manufacturer’s instructions RNA extracts were purified with the RNA Clean & Concentrator^TM^-5 system (Zymo Research). *In-column* DNase I (New England BioLabs) treatment, RNA washes and elution steps were performed according to the manufacturer’s instructions. One additional centrifugation step was included (5 min at 16,000 × g) to ensure complete removal of the washing buffer. RNA samples were eluded in 12 μL of RNAse-free water (Wisent). Absorbance distributions were immediately quantified using a NanoDrop 2000c spectrophotometer. RNA samples were pure (A_260_/A_280_ ≥ 2.0)(2.00 ≤ A_260_/A_230_ ≤ 2.25). Aliquots of ~5 ng were submitted to capillary electrophoresis on a Bioanalyzer 2100 machine (Agilent). RNAse protection assay was performed as previously described^19^ to confirm the intraluminal topology of exRNA within EVs. D17 and HepG2 cellular RNA extracts were used as controls. RNAse A (Qiagen) was inactivated by heat (10 min at 65 °C) and RNA was extracted as described above. For calculations related to the estimation of RNA copy number per EV, we averaged the mass of each nucleoside at 325 Da. For example (1 ag of a 50 nt RNA): 10^−18^ g × 6.02 × 10^23^ molecules × mol^−1^ × (50 nt × molecule^−1^ × 325 g × mol^−1^ × molecule)^−1^ = 37.04 molecules.

### Library generation for RNA RNA-seq

Biological duplicates of sequencing libraries were prepared from high quality RNA extracts (50 ng exRNA and 500 ng cellular RNA) using the Illumina TruSeq Stranded RNA Kit according to the manufacturer’s instructions. The TruSeq PE Clusterkit v3-cBot-HS was used on an Illumina HiSEq 2000 machine.

### *In silico* analysis of RNA sequencing data

Read quality was confirmed using FastQC v0.10.1 and trimming was performed with Trimmomatic when deemed necessary. Read alignment was performed using Tophat v2.0.10 on the human GRCh37/hg19 and the *Drosophila* BDGP5.78/dm3 genomes, respectively. Alignment BAM files were used to generate bigWig files, which were submitted to the UCSC genome browser for read coverage visualization. Reads mapping to RepeatMasker v4.0.6 sequence coordinates were counted with BEDTools. Ribosomal RNA sequences were filtered out by first mapping the reads to FASTA files of genes annotated as rRNA in Ensembl. Remaining reads were then re-aligned to reference genomes with Tophat. BAM files were used for expression analyses with Cuffdiff v2.2.1 without effective length correction. Transcripts per million (TPM_i_ = [FPKM_i_/Σ_j_FPKM_j_] ×10^6^) were used as relative abundance units. A 5 FPKM threshold was applied. For biotype and correlation analyses, the 1,000 most abundant transcripts were considered, which accounted for over 90% of identified transcripts.

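The transcripts at the top of each list were mostly RNAs of polymerase III and of the spliceosome. The 10 most abundant of HepG2 cells came from RPPH1, RN7SK, RN7SL2, RN7SL1, SNORD3A, the U3 snoRNA of rRNA processing, FTL, RMRP, EEF1A1 and the U2 snRNA RNU2-2P. Those of HepG2 EVs came from RN7SL2, RN7SL1, RPPH1, RNU2-2P, the mitochondrial MT-CO2, MT-ND4, MT-CO1 and MT-CO3, and VTRNA1-1, and those of A431 EVs from RN7SL2, RN7SL1, RPPH1, RMRP, VTRNA1-1, RNU2-2P, RNU5B-1, RNU4-2 and RN7SK. RNU2-2P, on chromosome 11 of GRCh37 from 62609091 to 62609281, had 12909 FPKM (4182 to 21636) in HepG2 EVs, 23053 FPKM (8932 to 37173) in A431 EVs and 2365 FPKM (1421 to 3308) in HepG2 cells. The 1,000 most abundant transcripts held 66.9% (56.1 to 77.8) of TPM in HepG2 EVs, 80.7% (77.8 to 83.6) in A431 EVs and 55.9% (52.1 to 59.7) in HepG2 cells, with bounds propagated from the FPKM intervals. The transcript at rank 1,000 had 49.8 FPKM in HepG2 EVs, 29.6 FPKM in A431 EVs and 62.7 FPKM in HepG2 cells. A minimum of 5 FPKM was reached by 16515, 9969 and 12370 transcripts, in the same order.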

### Reverse transcription quantitative PCR (RT-qPCR)

The M-MLV reverse transcriptase (Invitrogen) was used according to the manufacturer’s instructions to synthesize cDNA in triplicate starting from 100 ng of exRNA and cell RNA. Priming was performed with random hexamers (Promega). Real-time PCR was performed on the ABI ViiA7 instrument (Life) using SYBR Green reagent (Applied Biosystems). Cycling conditions were as follows : 50 °C for two minutes and 95 °C for 10 min followed by 40 cycles of 95 °C for 15 s, 59 °C for 60 s. Melting curve analysis was performed. Validated primer sequences targeting exon junctions were retrieved from the GETprime database^86^ (Table 3).

### Functional annotation analysis

The 1,000 most abundant mRNAs in each EV type were used for functional analysis. Process, function and component GO terms were retrieved with DAVID. Terms associated with FDR < 10^−3^ were considered.

### General statistics

Statistic tests were performed with GraphPad Prism v6.

### Data access

Datasets are available on GEO under the accession number GSE76173.

## Additional Information

**How to cite this article**: Lefebvre, F. A. *et al*. Comparative transcriptomic analysis of human and *Drosophila* extracellular vesicles. *Sci. Rep.* **6**, 27680; doi: 10.1038/srep27680 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
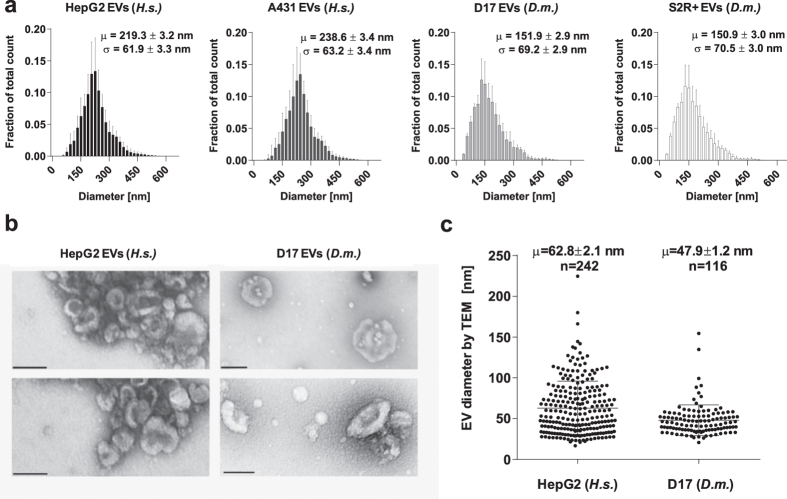
Size distributions of EVs released by human and *Drosophila* cells. **(a**) Histograms depicting the diameter distribution of particles in cell-depleted supernatant, as determined by nanoparticle tracking analyses (Nanosight) for human (*H.s.*) and *Drosophila* (*D.m.*) cells. Mean (μ) and standard deviation (σ) with associated standard error measurements (s.e.m) are overlaid on histograms. **(b**) Representative transmission electron micrographs of human HepG2 (left panels) and *Drosophila* D17 (right panels) EVs purified from culture supernatants and stained with uranyl acetate. Scale bars = 50 nm. **(c**) Whisker plot of diameter distributions of HepG2 (left) and D17 (right) EVs, as determined by direct quantification of electronic micrographs. The number (n) of EVs quantified is indicated.

**Figure 2:**
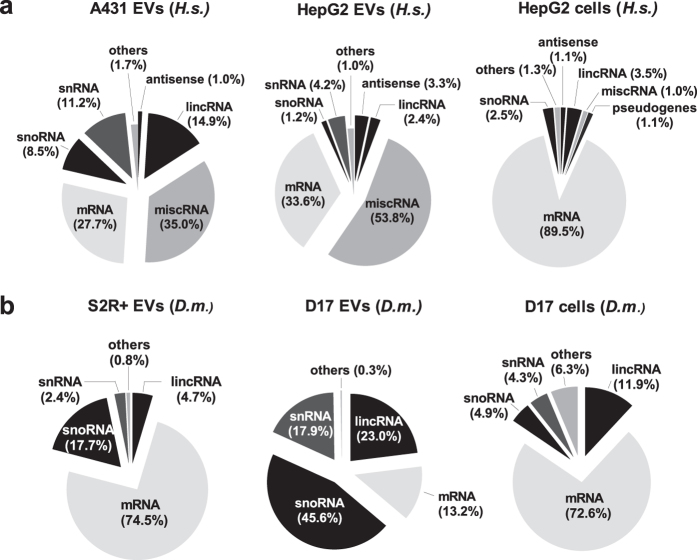
Human and *Drosophila* EVs enclose various types of transcripts. **(a,b)** Pie chart depictions of biotype abundances for the 1,000 most abundant transcripts identified by RNA-seq in human (A431 and K562) (**a**) and *Drosophila* (S2R+ and D17) (**b**) cells lines and their derived EVs. Biotype relative abundance was determined on the basis of TPM values. Reads mapping to rRNA were excluded from this analysis. Biotypes associated with values inferior to 0.5% were grouped into the “others” category.

**Figure 3:**
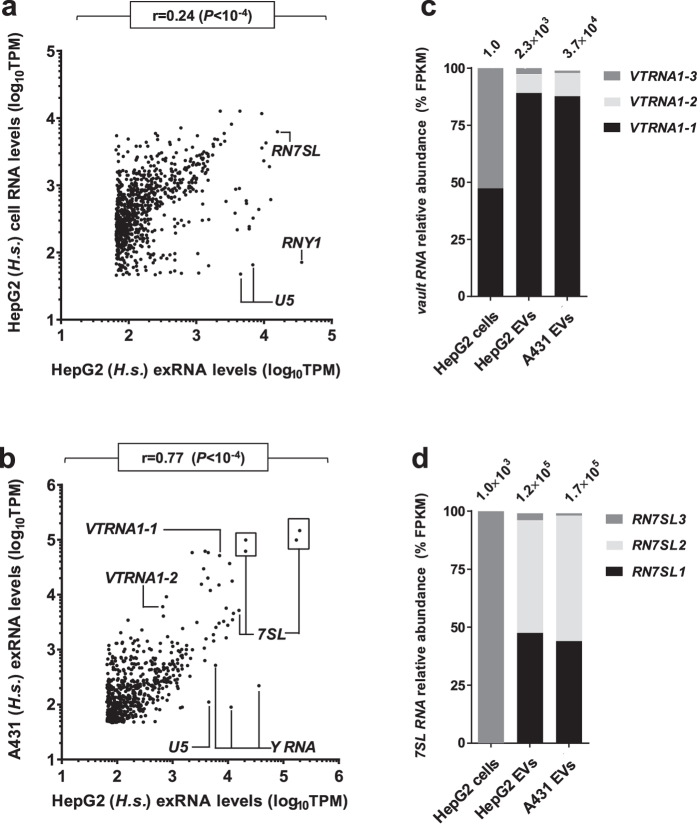
Correlative comparisons of exRNA secreted by human cell lines. **(a,b)** HepG2 exRNA levels were compared to HepG2 cellular RNA (**a**) and A431 exRNA (**b**) levels. Pearson’s correlations (r) and associated p-values are indicated at the top of each graph. Select groups of transcripts are identified. **(c,d)** Bar charts representing the distributions of sequencing reads mapped to paralogues of vault RNAs (**c**) and 7SL RNAs (**d**) in human EVs and cells. Values at the top of each column refer to the total number of reads mapped to these transcripts.

**Figure 4:**
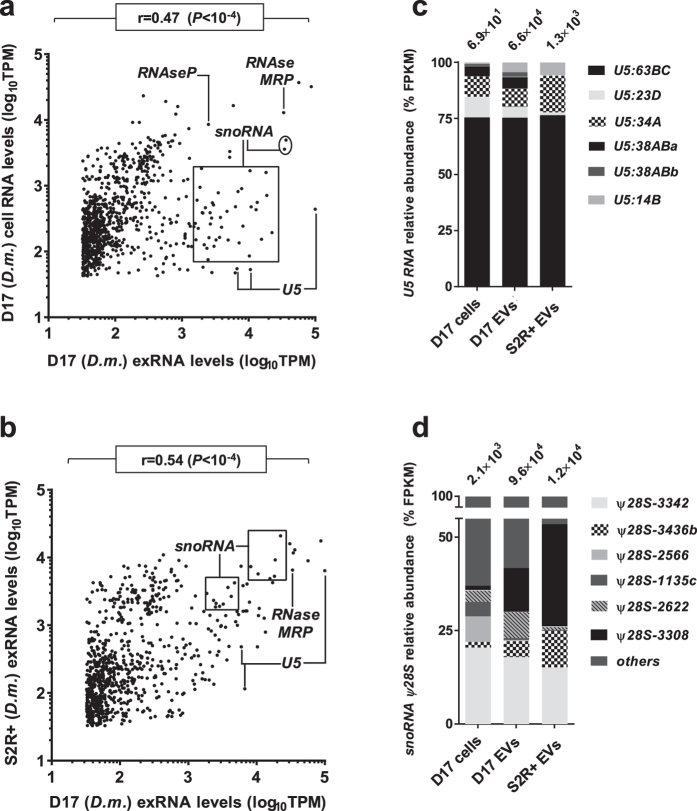
Correlative comparisons of exRNA secreted by *Drosophila* cell lines. **(a,b)** D17 exRNA levels were compared to D17 cellular RNA (**a**) and S2R + exRNA (**b**) levels. Pearson’s correlations (r) and associated p-values are displayed at the top of each graph. Select groups of transcripts are identified. **(c,d)** Bar charts representing the distribution of sequencing reads mapped to lncRNAs (**c**) and snoRNAs (**d**) in *Drosophila* EVs and cells. Values at the top of each column refer to the total number of reads mapped to these transcripts.

**Figure 5:**
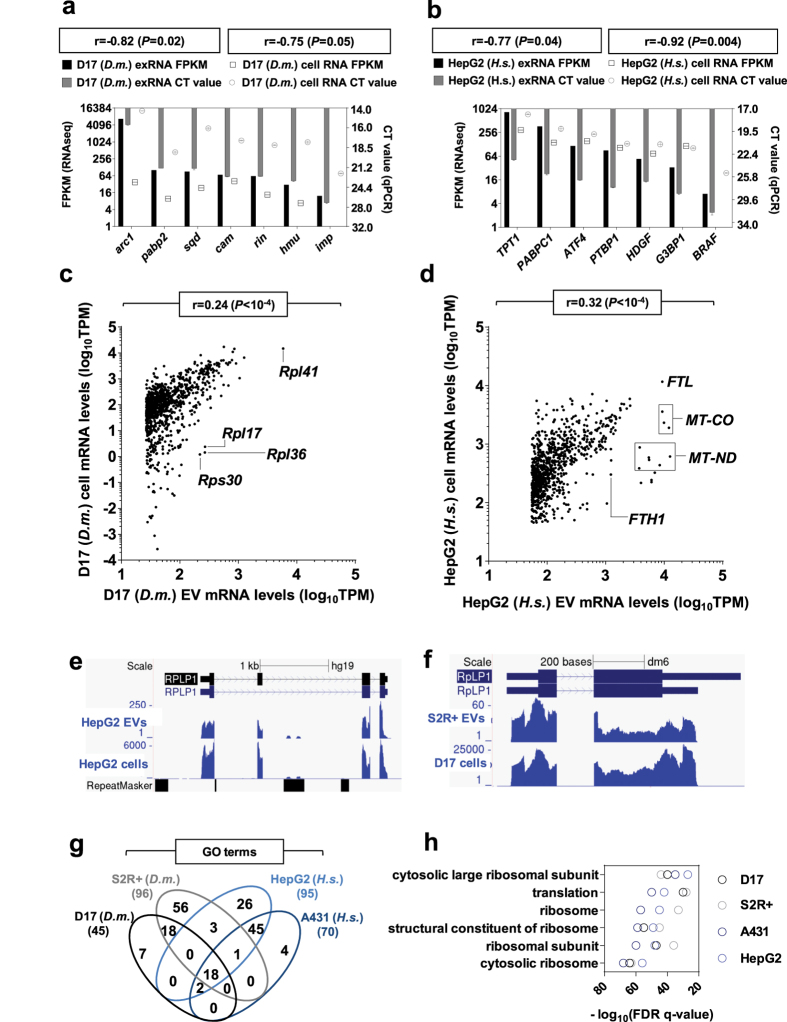
Characterization of mRNAs secreted within Human and *Drosophila* EVs. **(a,b)** Comparative analysis of expression levels of select mRNAs via RNA-seq and qRT-PCR. Cycle threshold (CT) values determined by qRT-PCR are negatively correlated to FPKM values determined by RNA-seq for various *Drosophila* D17 (**a**) and human HepG2 (**b**) mRNAs in EVs and cells. **(c,d)** Relative expression levels of mRNAs extracted from D17 (**c**) or HepG2 cells and EVs (**d**). Select groups of transcripts are identified. Pearson’s correlations (r) and associated p-values are indicated at the top of each graph. **(e,f)** UCSC genome browser views of *Rplp1* mRNA shows strictly exonic read coverage in human HepG2 (**e**) and *Drosophila* D17 (**f**) EVs and cells. **(g)** Venn diagram depicting the overlap of enriched gene ontology (GO) terms displayed for human and *Drosophila* EVs mRNAs. The number of enriched GO terms retrieved per sample is shown. **(h)** Examples of translation-related GO terms identified in all EV samples. Associated false discovery rates (FDR) are provided.

**Table 1:** Read metrics of human and *Drosophila* rRNA sequences.

Library	Mapped reads (×10^6^)	rRNA reads (×10^6^)	rRNA reads (%)
S2R + exRNA (i)	15.13	12.84	84.91
S2R + exRNA (ii)	19.29	17.74	91.98
D17 exRNA (i)	16.7	15.03	90.01
D17 exRNA (ii)	15.09	14.24	94.41
D17 cell RNA (i)	40.89	0.83	2.05
D17 cell RNA (ii)	38.01	0.86	2.27
A431 exRNA (i)	8.10	7.96	98.39
A431 exRNA (ii)	5.42	5.16	95.29
HepG2 exRNA (i)	7.06	6.45	91.38
HepG2 exRNA (ii)	6.97	5.55	79.73
HepG2 cell RNA (i)	71.51	0.49	0.69
HepG2 cell RNA (ii)	72.66	0.63	0.88

**Table 2:** Read metrics of human and *Drosophila* repeated elements and other transcripts.

Library	Reads left upon rRNA filtration (×10^6^)	Repeats reads (×10^6^)	Repeats reads (%)	Other RNA reads (×10^3^)	# Other RNA ≥ 5 FPKM
S2R + exRNA (i)	2.29	1.49	65.07	250	3,905
S2R + exRNA (ii)	1.55	1.09	70.32	180	
D17 exRNA (i)	1.67	0.83	49.70	81	4,472
D17 exRNA (ii)	0.85	0.74	87.06	51	
D17 cell RNA (i)	40.06	12.99	32.43	27,200	3,944
D17 cell RNA (ii)	37.15	11.83	31.84	25,300	
A431 exRNA (i)	0.14	0.02	16.43	110	9,969
A431 exRNA (ii)	0.26	0.05	18.85	270	
HepG2 exRNA (i)	0.61	0.10	16.39	850	4,754
HepG2 exRNA (ii)	1.42	0.24	16.90	2220	
HepG2 cell RNA (i)	71.02	4.92	6.93	68,850	6,537
HepG2 cell RNA (ii)	72.03	5.09	7.07	69,850	

**Table 3:** Primer sequences used for RT-qPCR validations.

*Homo sapiens* sequences		
	Forward primer	Reverse primer
*TPT1*	5′-CACGATGAGATGTTCTCCG-3′	5′-TCCTACTGACCATCTTCCC-3′
*PABPC1*	5′-CACTGGCATGTTGTTGGAG-3′	5′-CTTCATCAACCTTAGAACGGAG-3′
*ATF4*	5′-ATGATTACCTGGAGGTGGC-3′	5′-CTCCTTGCTGTTGTTGGAG-3′
*PTBP1*	5′-AGTTCTTCCAGAAGGACCG-3′	5′-GTTGTGCAGGTCAATGAGG-3′
*HDGF*	5′-GTGACGGTGATAAGAAGGG-3′	5′-TTTAGGAGAGTCCTCCAGC-3′
*G3BP1*	5′-GTAGAGGAACCTGAAGAAAGAC-3′	5′- ATGTCATTACTGACAACTGCC-3′
*BRAF*	5′- CTATTGGACAAATTTGGTGGG-3′	5′-GTATTCTTCATAGGCCTCCAG-3′
*Drosophila melanogaster* sequences		
	Forward primer	Reverse primer
*arc1*	5′-TAGAAGGTATCAGCGACGAG-3′	5′-GCCATACCGTAGAACAGCA-3′
*pabp2*	5′-GCATACATTGAGTTTGGTTCC-3′	5′-CGACATTACCTTTATTTGACGC-3′
*sqd*	5′-CACGGCAAGATCTTTGTCG-3′	5′-TCCACCTCGACGATATTGC-3′
*cam*	5′-GAAACTCACAGACGAGGAG-3′	5′-CATCATAGTCACGAATTCTTCG-3′
*rin*	5′-CAAGGGTGACTTTGAGCAG-3′	5′-GACATTTCCGAAGCGTGAG-3′
*hmu*	5′-TCTACTGGACGGACTCCTC-3′	5′-TATTTGAAGAGACGGCCGG-3′
*imp*	5′-CTCTACGAATAAGGGTGAACTC-3′	5′-CGTCCAATCAAATTGTTGTGG-3′

How the deposited data were processed for this re-analysis (not part of the article)

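RNA of EVs from HepG2 and A431 cells, of HepG2 cells, of EVs from Drosophila D17 and S2R+ cells and of D17 cells was sequenced by the authors in 2 libraries per condition. The authors checked read quality with FastQC 0.10.1, trimmed with Trimmomatic where needed, removed reads matching genes annotated as rRNA and aligned the rest with TopHat 2.0.10 to GRCh37 or to the Drosophila genome. They estimated the deposited FPKM, fragments per kilobase of transcript and 1000000 mapped fragments, with Cuffdiff 2.2.1 without effective length correction, as 1 value per transcript and condition over both libraries. Beside each FPKM, the deposited tables give the lower and upper bounds of the 95% confidence interval from Cuffdiff and the status of the estimate, which is OK or names the reason why none was made. Transcript lengths in nt come from the annotation of the authors, whose human release the paper's text does not name.

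The tables were analysed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Biopython 1.88, and figures were drawn with matplotlib 3.10.9. TPM was computed as in the paper, from FPKM over the sum of all FPKM, after transcripts of residual rRNA genes had been set aside, and isoforms were summed to genes by symbol. RNA classes were taken from GENCODE release 44 lifted to GRCh37, for 182657 of 214292 transcripts by transcript ID, for 16220 by symbol and for 10709 by gene ID. The 4706 others stayed unclassified, of which 13, 10 and 22 were among the 1,000 most abundant of HepG2 cells, HepG2 EVs and A431 EVs. Since both libraries of a condition share 1 estimate, depth was read from the tables themselves. At loci with a single transcript, the lowest values of FPKM multiplied by length were checked to lie within 0.2% of whole sums of 2 step sizes. All did, against 14.9 to 17.1% of 10000 random values, and the mean step was taken as the value of 1 fragment. Without residual rRNA, this gives 53243537 fragments for HepG2 cells, 460318 for HepG2 EVs and 100129 for A431 EVs. HepG2 cells and HepG2 EVs come from a table apart from that of A431 EVs, so these were set side by side as TPM.

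Comparisons were made between HepG2 EVs and HepG2 cells and between HepG2 EVs and A431 EVs. Counts of transcripts used a minimum of 5 FPKM, and class shares the 1,000 most abundant transcripts of each condition. Correlations were Pearson's r of log10 TPM over transcripts among the 1,000 most abundant of HepG2 EVs and above 0 in both samples, with 95% intervals from 1000 bootstrap resamples of the transcripts. The correlation of class shares was set against 100000 random permutations of the classes. Ratios were log2 of TPM with a pseudocount of 1 TPM. The median ratio of each gene list was ranked among 10000 random lists of the same size drawn from the same 20 bins of mean expression, with percentiles of 2.5 and 97.5 as limits. The random lists were not matched on transcript length. Random draws used the seed 20160610. The ranking of lists was tested on simulated data, where 20 of 20 lists of 20 genes planted at 4-fold were found and 6 of 100 unchanged lists lay outside the limits. Both simulated samples were drawn from HepG2 cell TPM at the same depth. The simulation therefore does not cover lists of short or low RNAs that rest on few fragments in the EVs. Sequences of 7SL genes were compared by global pairwise alignment on GRCh37.

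Named genes are every gene the paper names in its text or labels in Figs 3 to 5, the 10 most abundant transcripts and the 10 most abundant mRNAs of each condition, the 5 highest and 5 lowest ratios of each comparison among genes of at least 5 FPKM and status OK in both, the most abundant members of the gene lists, at most 4 per list, and mRNAs listed at 0 in the cells. Alternatives varied the FPKM minimum, the number of transcripts, the coefficient and scale of correlations, the pseudocount, the scaling of TPM, the status required, a minimum length of 300 nt, the summing of isoforms and the bounds in place of the estimates. Further alternatives took only transcripts on at least 100 or on more than 3 fragments, kept residual rRNA, left out the 10 most abundant transcripts from correlations of linear TPM, left U3 out of the snRNA list, or took only genes whose isoforms are all at 0 with status OK. Left out were the Drosophila comparisons, since FPKM is 0 in all 28704 transcripts of both EV columns, and with them the correlation of orthologues. Repeats, reads removed as rRNA, CT values and particle sizes are not in the tables, and gene ontology terms were not tested.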

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

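Of the 2 tests on short snoRNAs below, the one on snoRNAs kept by their level in HepG2 cells was chosen only after the result was seen. RNU11, the U11 snRNA of the minor spliceosome, drew attention as a signal in a gene that the paper does not discuss. It had 5899.8 FPKM (3480.1 to 8319.5) in HepG2 EVs, where 3 fragments would give 45.3 FPKM, 8712 FPKM in A431 EVs and 16.4 FPKM in HepG2 cells. VTRNA2-1, outside the vault RNAs the paper discusses, had 410.2 FPKM (0 to 827) in A431 EVs, where 3 fragments would give 123.5 FPKM, and was listed at 0 in HepG2 EVs and HepG2 cells. Mitochondrial tRNAs, which the paper's text does not set apart from other tRNAs, had a median log2 ratio of HepG2 EVs to HepG2 cells of 6.60 over the 12 above 0 in either, with 9 of them higher in the EVs, among them MT-TE with 567 FPKM (201 to 932) against a value listed at 0 and MT-TA with 490.4 FPKM (154 to 826) against 2.81 FPKM (0 to 13.3). Residual 18S and 28S rRNA, left after the removal of rRNA reads, held 34.5% of FPKM in A431 EVs. RNA18S5 had 230731 FPKM in A431 EVs, 9231 FPKM in HepG2 EVs and 0.456 FPKM in HepG2 cells. RNA28S5 had 118765, 11069 and 0.397 FPKM, in the same order. The intervals of both genes start at 0 in each condition, reach 1250000 FPKM for RNA18S5 in A431 EVs and overlap between the EV types. Since rRNA was depleted before sequencing from the cell libraries only, these levels in EVs and cells cannot be set against each other.

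RNU11 belongs to a wider pattern, in which short vault, Y, U5 and U11 RNAs were far higher in HepG2 EVs than in HepG2 cells. Selective export into EVs and a loss of short RNAs from the cell libraries, which alone went through rRNA depletion, are both candidate explanations. Short RNAs of another kind were higher in the EVs too, since snoRNAs of at most 150 nt with at least 5 FPKM in either sample had a median log2 ratio of 3.42 (2.52 to 3.89, 94 snoRNAs), and those with at least 5 FPKM in the cells one of 1.73 (1.37 to 2.24, 42 snoRNAs). The 15 longer snoRNAs with at least 5 FPKM in the cells had a median of -0.73 (-1.98 to 0.90). For these RNAs, the 2 explanations cannot be told apart, because the larger set holds snoRNAs admitted by their EV level, the smaller one fell between the limits set for a loss and against it, and every EV library differs from every cell library in its preparation.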

How the results depend on the processing

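Chosen only after the data were seen were the alternatives on numbers of fragments, on residual rRNA, on linear TPM without the 10 most abundant transcripts, on the snRNA list without U3 and on genes whose isoforms are all at 0 with status OK. No paired analysis was possible because the tables hold 1 value per condition over both libraries, so leave-one-out analyses and a replicate block were not run, nor were the alternatives for ribosomal protein orthologues, since the Drosophila EV values are all 0. A correlation was taken as unmoved within its bootstrap 95% interval over transcripts, a share within its propagated 95% bounds, a count within 1.5 times, a list median within its bootstrap SD, and a gene while its sign held. Requiring status OK moved none of these results by more than this, and the shares of VTRNA1-1, RN7SL3 and RNU5B-1 stayed within their bounds with upper bounds in place of estimates. Gene lists outside the percentile limits numbered 16 to 18 for HepG2 EVs to cells and 13 to 14 for HepG2 EVs to A431 EVs. Pearson's r of class shares was 0.748 over all transcripts.

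By construction, a minimum of 1 FPKM gave more transcripts, 35937 in HepG2 cells, 48491 in HepG2 EVs and 21684 in A431 EVs, and the top 500 and 2000 transcripts held 48.5% and 64.0% of TPM in HepG2 cells and 77.7% and 84.0% in A431 EVs. Depth limits the EV counts, since 3846 transcripts in A431 EVs and 11200 in HepG2 EVs reached 5 FPKM on more than 3 fragments. mRNAs of HepG2 EVs listed at 0 in the cells (666) numbered 3873 at a minimum of 1 FPKM, 135 at 10 FPKM, 340 as genes, 1105 with cell FPKM under 0.1, 269 on more than 3 fragments and 125 with status OK in genes whose isoforms are all at 0. With FPKM multiplied by length, the mRNA share was 88.2% in HepG2 cells, 82.9% in HepG2 EVs and 52.2% in A431 EVs, and the miscellaneous RNA share 4.28% in HepG2 cells and 24.8% in A431 EVs, where long transcripts weigh more by construction. In A431 EVs, mRNAs held 25.4% over all transcripts, and with residual rRNA kept mRNAs held 9.34% and miscellaneous RNAs 24.6%. Of 72 alternative values for class shares, 51 stayed within their bounds, and of the 13 that moved for other classes, 2 were above and 11 below.

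The correlation of HepG2 EVs with cells (0.457) was 0.591 on linear TPM, 0.725 with at least 5 FPKM in both, 0.609 over the most abundant transcripts of the cells, 0.540 at 300 nt or more and 0.525 on at least 100 fragments. That with A431 EVs (0.536) was 0.903 on linear TPM, 0.725 with at least 5 FPKM in both, 0.680 over genes, 0.471 at 300 nt or more and 0.682 on at least 100 fragments. For mRNAs (0.541), it was 0.419 on linear TPM, 0.737 with at least 5 FPKM in both and 0.655 over genes. The difference of both correlations (0.0638, with 0 inside its interval) was 0.311 on linear TPM, 0.0908 by Spearman and 0.181 over genes, with 0 outside, and reversed to -0.0967 at 300 nt or more. Without the 10 most abundant transcripts, the 3 correlations on linear TPM were 0.490, 0.506 and 0.591, in the same order and inside their intervals, so these moves on linear TPM rest on those 10, and the cause of the other moves was not tested.

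Scaling moved directions: of genes of at least 5 FPKM in both, 24.6% were higher in HepG2 EVs than in cells on TPM, 37.9% scaled to the mRNA total and 48.7% scaled to the median gene, and 60.2%, 22.8% and 50.5% were higher than in A431 EVs. The median of ribosomal protein mRNAs against cells (-0.22) reversed to 0.14 and 0.39 under these 2 scalings, and FLOT1 against A431 EVs to -0.81 with the mRNA total. The median of 7SL pseudogenes against cells (-0.26) reversed to 3.08 among those of at least 5 FPKM in one sample, a filter that leaves out the many near 0. Of 145 alternative list medians against cells, 108 stayed, 25 moved up and 9 down beside the 3 reversed, and of 141 against A431 EVs, 117 stayed, 5 moved up and 19 down. Of those that moved, 4 also turned sign under a scaling, the RT-qPCR mRNAs against cells (-0.16) to 0.44 with the median gene and, with the mRNA total against A431 EVs, the nuclear respiratory chain (0.58) to -0.51, EV markers (0.16) to -0.93 and the RT-qPCR mRNAs (0.47) to -0.63, and of those that stayed within their SD, 2 against cells and 1 against A431 EVs did. Nuclear long non-coding RNAs against A431 EVs (0.86) also turned within their SD, to -0.15, among those of at least 5 FPKM in one sample. Among single genes, 19 of 453 values against cells turned from lower to higher, and 12 of 459 against A431 EVs turned from higher to lower beside FLOT1, all under a scaling.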

Differences from the paper's values

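No setting in this part was chosen after the values were seen, and every alternative named here was set before the data were examined. The paper's counts of transcripts of at least 5 FPKM are 6537 in HepG2 cells and 4754 in HepG2 EVs, against 12370 and 16515 here. Counting genes gave 9198 in HepG2 cells, within 1.5 times of the paper's value, while status OK (12370) and a minimum of 1 FPKM (35937) did not, and none of these did for HepG2 EVs (12378, 16515 and 48491). The count of A431 EVs matches the paper's at 9969. By the same definition both HepG2 counts differ, so the deposited HepG2 values may not be those behind the paper's counts and figures. They may come from another Cuffdiff run, which was not tested. The HepG2 differences below therefore do not by themselves speak against the paper's values. For Drosophila, the paper's counts are 4472 in D17 EVs, 3944 in D17 cells and 3905 in S2R+ EVs, against 0, 2 and 0 in the deposited table, with no alternative run, and whether that table is complete is not known. The paper gives the 1,000 most abundant transcripts over 90% of those identified, read here as a share of TPM, which the paper does not state. Here they held 55.9% in HepG2 cells, where 2000 transcripts (64.0%) came within 1.5 times and 500 (48.5%) did not. In HepG2 EVs (66.9%, 56.1 to 77.8) and A431 EVs (80.7%, 77.8 to 83.6) the paper's value lies within 1.5 times but above the bounds. So does its mRNA share of HepG2 cells, about 90% in Fig. 2, against 63.3% (53.7 to 73.0) here.

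The paper gives miscellaneous RNAs 1% in HepG2 cells, against 16.0% here. FPKM multiplied by length (4.28%) came nearest, and neither it nor all transcripts (8.98%) or status OK (16.0%) came within 1.5 times. In Fig. 2, read by eye, the paper's share of miscellaneous RNAs in HepG2 EVs is about 54%, against 30.4% here, with the paper's value inside the bounds of 0.686 to 60.1, and status OK (30.6%), all transcripts (20.4%) and FPKM multiplied by length (10.4%) did not bring the share within 1.5 times. The paper's mRNA share in A431 EVs is about 28% in Fig. 2, against 15.5% here, which all transcripts (25.4%) brought within 1.5 times, and FPKM multiplied by length (52.2%) and status OK (15.5%) did not. For HepG2 EVs, the paper's shares are about 4.2% for snRNAs, about 1.2% for snoRNAs and about 2.4% for lincRNAs in Fig. 2, against 6.59% (2.96 to 10.2), 2.39% (1.12 to 3.65) and 1.12% here, with the first 2 inside the bounds. All transcripts brought each of these within 1.5 times, with 4.43%, 1.79% and 3.13%, and neither FPKM multiplied by length (1.20%, 0.276% and 0.938%) nor status OK (6.63% for snRNAs and 1.14% for lincRNAs) did. The paper's lincRNA share is about 3.5% in HepG2 cells and about 15% in A431 EVs in Fig. 2, against 1.39% and 1.47% for all long non-coding RNAs here, and no alternative came within 1.5 times (1.32% to 2.26% in cells, 1.47% to 1.84% in A431 EVs). In A431 EVs, RNase P and MRP RNAs were counted apart here, with 16.5%.

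Between the class shares of both EV types, the paper's Pearson's r is 0.92, against 0.663 here. The paper's value lies inside the 95% interval of 0.499 to 0.990. Spearman's rho (0.935) lay within 1 bootstrap SD (0.165) of the paper's value, while r over all transcripts (0.748) did not. The paper's r of HepG2 EVs with cells is 0.24, against 0.457 here, with A431 EVs 0.77, against 0.536, and for mRNAs of HepG2 EVs with cells 0.32, against 0.541. No alternative came within 1 bootstrap SD (0.0345, 0.0335 and 0.0295) of the paper's values. The alternatives were linear TPM, Spearman, zeros kept, at least 5 FPKM in both, the second sample's most abundant transcripts, genes, 300 nt or more and status OK. They gave 0.412 to 0.725, 0.471 to 0.903 and 0.419 to 0.737, in the same order, on both sides of 0.77 for A431 EVs. In the paper, the correlation with A431 EVs is above that with cells, while here their difference was 0.0638 (-0.0167 to 0.153), above 0 with the interval on linear TPM (0.311), by Spearman (0.0908) and over genes (0.181), and below 0 with the interval at 300 nt or more (-0.0967). That of mRNAs with cells is above that of all transcripts in the paper, as it was here (0.541 and 0.457) and with 6 of 8 alternatives, but not on linear TPM (0.419 and 0.591) or over the most abundant transcripts of the cells (0.579 and 0.609).

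In Fig. 3C, read by eye, where the legend calls the totals reads, the paper's vault RNA total in HepG2 EVs is about 2300, against 10275 FPKM here, and VTRNA1-1 makes up about 47% of it in HepG2 cells, against 100% here, also with status OK and with upper bounds. In Fig. 3D, the paper's 7SL total in HepG2 cells is about 1000, against 25987 FPKM here, and RN7SL3 makes up about 100%, against 3.93%, with 3.93% at status OK and 2.97% with upper bounds. The totals of A431 EVs, about 37000 in Fig. 3C and about 170000 in Fig. 3D, lie near the FPKM sums here, 36841 and 169266. The paper's text calls RN7SL1 and RN7SL2 undetected in HepG2 cells and RN7SL3 the main paralogue there, while here they had 11215, 13749 and 1023 FPKM. As in the paper, RN7SL1 and RN7SL2 made up most 7SL RNA of the EVs, with 42.6% and 53.5% in HepG2 EVs. FPKM in HepG2 EVs, read by eye from Fig. 5B, is about 850 for TPT1, about 370 for PABPC1, about 120 for ATF4, about 55 for HDGF, about 33 for G3BP1 and about 7 for BRAF in the paper, against 1762, 654, 284, 115, 58.5 and 14.3 here, with no alternative run. With 95% bounds of a gene propagated here from the intervals of its isoforms, the paper's values lie inside for TPT1 (729.5 to 2794), PABPC1 (340.4 to 968), HDGF (53.7 to 176), G3BP1 (18.6 to 98.3) and BRAF (5.34 to 23.3), and not for ATF4 (173 to 395). In the figure PTBP1 stands above HDGF, while here HDGF (115) was above PTBP1 (104), and the order of the other genes is the same.

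The paper counts 5 mRNAs exclusive to HepG2 EVs at a minimum of 5 FPKM, against 666 transcripts here. Status OK (661), minimums of 1 FPKM (3873) and 10 FPKM (135), genes (340) and cell FPKM under 0.1 (1105) did not reach its count. ALB, APOB and TSPAN16, which the paper names, are among the 666. The paper reports RNA5SP145 and the miRNA-like AC079949.1 and AL161626.1 as abundant in EVs, and all 3 are listed at 0 FPKM in the deposited tables, which were made after the removal of rRNA reads.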

Other observations

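Of the tests in this part, the one on isoforms of the same gene was chosen only after the result was seen. mRNAs of liver proteins and of epidermoid cells differed widely between the EVs of both lines. All 22 mRNAs of secreted liver proteins had higher TPM in HepG2 EVs than in A431 EVs, with a median log2 ratio of 7.57 (percentile 100 of lists matched on expression), among them ALB with 4539 and 14.4 TPM and SERPINA1 with 2946 and 2.70 TPM, while APOA2 had 3159 TPM in HepG2 EVs and was listed at 0 in A431 EVs. Of 10 mRNAs of epidermoid carcinoma cells, 9 were lower in HepG2 EVs, with a median of -5.45 (percentile 0), as for S100A2, a calcium-binding protein, with 19.0 and 888 TPM, the keratin KRT5 with 11.6 and 539 TPM and the receptor EGFR with 10.7 and 206 TPM. The exception was LGALS7, a galectin, with 17.4 TPM in HepG2 EVs and listed at 0 in A431 EVs. Against HepG2 cells, all 10 were higher in HepG2 EVs (log2 ratios of 0.12 to 4.06, percentile 99.4 of the median) at low levels. Of these, 5 were at 5 FPKM or more in the EVs and 0 in the cells. The random lists matched on expression had a median log2 ratio of 1.10 themselves. Part of this direction is therefore shared by other genes at such levels. On 1 kb, a single fragment stands for 1.98 FPKM in HepG2 EVs and 0.0161 FPKM in HepG2 cells, so the EV values may rest on few fragments. H/ACA snoRNAs, which guide pseudouridylation, were higher in HepG2 EVs than in HepG2 cells for 63 of 91 (median 1.56, percentile 100) and lower than in A431 EVs for 72 of 80 (median -2.43, percentile 0). C/D snoRNAs, which guide methylation, had medians of 1.47 and -1.05 in these comparisons, with 27 of 47 higher than in cells and 30 of 43 lower than in A431 EVs. The bootstrap SD of the median against cells was 1.49. Summed, C/D snoRNAs held less of all TPM in HepG2 EVs (0.826%) than in HepG2 cells (1.10%).

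mRNAs of replication-dependent histones, which carry no poly(A) tail, had lower TPM in HepG2 EVs than in HepG2 cells for 65 of 69, with a median log2 ratio of -1.61 (percentile 0) that was -1.02 scaled to the median gene, with 60 lower. HIST1H1C had 484 TPM in HepG2 EVs and 1649.9 TPM in cells. Guide RNAs of Cajal bodies split by length, a grouping made after their values were seen, with all 9 over 200 nt lower in the EVs (log2 ratios of -4.41 to -0.16, with SCARNA6 and SCARNA15 turning positive when scaled to the median gene) and 7 of 13 shorter ones higher (-2.04 to 6.01). mRNAs of EV marker proteins had a median of 0.02 (percentile 94.8), with 95.3 TPM in EVs and 225 TPM in cells for CD63 and 79.2 and 58.2 TPM for TSG101. Nuclear long non-coding RNAs had a median of -0.94 (percentile 17.7), with 124 and 296 TPM for MALAT1 and 2 of 5 higher in the EVs, among them NEAT1 with 51.4 and 23.5 TPM, and lncRNAs that host snoRNAs one of 0.04 (percentile 98.4). Markers of other cell types had a median of 1.58 (percentile 87.7) at low levels, with 7 of 9 higher in the EVs, as for COL1A1 with 17.7 TPM in EVs and 0.0513 TPM in cells, while the most abundant, CD74, had 37.0 and 74.4 TPM. In the deposited Drosophila table, whose completeness is not known, 64 of 28704 transcripts of D17 cells were above 0, of which 61 were snoRNAs and 54 of these H/ACA snoRNAs, with the highest FPKM of 19.6 for snoRNA:Psi18S-1854c.

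That mRNAs are listed at 0 in HepG2 cells and not in their EVs may rest on how Cuffdiff reports its estimates. All 5 such transcripts of ALB and APOB had the status HIDATA in the cells, which was predicted if their 0 stood for a failed estimate, and this covers 5 of 666 transcripts. Of the 661 others, 81.1% belong to genes with another isoform above 0 in the cells, so for these the division of fragments among isoforms may produce the 0. For the mRNAs of genes at 0 in every isoform with status OK, 125 transcripts, absence from the cells stays open, as does targeting to EVs, which was not tested. How firmly they are present in the EVs is open too, since 5 FPKM on 1 kb stands for 2.53 fragments in HepG2 EVs. A similar test planned for RN7SL1 and RN7SL2 had no object, since both were above 0 in the cells.

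Few fragments behind the EV values could lower the correlation of HepG2 EVs with cells. Transcripts on at least 100 EV fragments were predicted to reach an r above 0.85 if this were the cause. Their r was 0.525 (0.409 to 0.631, 359 transcripts), which for these transcripts argues against it as the whole cause. The test does not decide for the other transcripts, since the filter also changes which transcripts and EV levels are compared. With A431 EVs, the same filter gave 0.682, against 0.536 without it. Differences in library preparation between EVs and cells and selective export stay open, and neither was tested.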
